# Huaier Polysaccharides Sensitize Anti-PD-L1 Therapy via Promoting Antitumor Immune Response in Triple-Negative Breast Cancer

**DOI:** 10.7150/ijbs.133068

**Published:** 2026-05-18

**Authors:** Lin-xi Zhou, Zi-wei Wu, Yuan Tian, Ke-fei Luo, Qin-wen Pan, Yuan-yin Xi, Peng Tang, Ling-juan Zeng, Ling Zhong, Jun Jiang, Yi Zhang, Lingmi Hou, Hong Zheng, Ming-hao Wang

**Keywords:** triple-negative breast cancer, anti-PD-L1, Huaier, antitumor immunity, autophagy

## Abstract

Triple-negative breast cancer (TNBC) is characterized by its aggressiveness and resistance to conventional therapies. Although immune checkpoint inhibitors (ICIs) have shown promise in cancer treatment, TNBC patients respond suboptimally to ICIs as monotherapy. Our prior clinical research demonstrated that Huaier significantly improved 5-year overall survival and disease-free survival when used as an adjunct to chemotherapy in TNBC patients. However, whether PS-T (the primary component of Huaier granules) enhances the efficacy of ICIs against TNBC and the underlying mechanisms remain unclear. In this study, we found that combining anti-PD-L1 antibodies with PS-T synergistically suppressed tumor growth and cell proliferation in TNBC, accompanied by enhanced antitumor immune responses. Mechanistically, PS-T promoted the autophagic degradation of PD-L1, which in turn facilitated the accumulation and activation of CD45+, CD3+ T, CD4+ T, CD8+ T, and dendritic cells, while reducing immunosuppressive regulatory T cells, ultimately enhancing the efficacy of anti-PD-L1 antibodies.

## Introduction

Among all types of breast cancer, triple-negative breast cancer (TNBC) is the most aggressive, known for its high metastasis rate, recurrence, and a poor prognosis 1. This malignancy lacks estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 expression, precluding endocrine and targeted therapies and making chemotherapy the mainstay of treatment 2. Despite this, only about 31% of TNBC patients achieve a pathologic complete response with chemotherapy, and all metastatic TNBC patients eventually develop chemoresistance 3, 4. Consequently, there is an urgent demand for novel treatment strategies to combat TNBC.

In the past decade, immunotherapy with immune checkpoint inhibitors (ICI) has rapidly progressed as a promising therapeutic approach 5. Its efficacy in treating various tumor has been well documented 6, 7. However, TNBC patients exhibit a lower-than-average sensitivity to ICI therapy, with only approximately 20% responding to ICIs 8. This reduced sensitivity may be attributed to the lower prevalence of tumor-infiltrating immune cells in breast cancer compared to other tumors types 9. Studies have suggested that tumor immune infiltrates, T cell function, and tumor mutation burden are closely associated with the responsiveness to immunotherapy 10, 11. These insights imply that increasing the presence of tumor-infiltrating immune cells and boosting T cell cytotoxicity could potentially improve sensitivity to ICI treatment of TNBC patients.

Traditional Chinese Medicine (TCM) has been recognized for its unique benefits in cancer treatment 12, 13. Huaier granules, in particular, have been employed as an adjuvant therapy for various malignancies, showcasing therapeutic efficacy with excellent safety profiles and minimal side effects 14, 15. Our previous clinical study demonstrated that patients with advanced TNBC who received Huaier granules in conjunction with chemotherapy experienced a significant improvement in their 5-year overall survival rate (87.5% vs 67.4%) and disease-free survival rate (81.3% vs 53.8%). In the experimental group, only 13 out of 101 patients experienced disease progression, underscoring the potential of Huaier granules in the management of TNBC 16. The primary active component of Huaier, PS-T (polysaccharides of *Trametes robiniophila Murr*), has demonstrated the ability to induce apoptosis, suppress cell stemness, and impede invasion and metastasis in TNBC 17-19. Recently, it is reported that PS-T may also potentiate antitumor immune response in cholangiocarcinoma and hepatocellular carcinoma 20, 21. PS-T stands out from other sensitizers by not only augmenting treatment sensitivity but also exerting direct antitumor effects, such as inhibiting metastasis and recurrence, while maintaining a low side effect profile 22. Nevertheless, the exact influence of PS-T on the tumor immune microenvironment in TNBC, as well as its potential to sensitize the effects of ICI and the underlying mechanisms, remain to be clarified.

This study was undertaken to evaluate the therapeutic potential of PS-T, when in conjunction with immune checkpoint inhibitors, for the treatment of TNBC, and to delve into its impact and distinct mechanisms on tumor immune cell infiltration. To our knowledge, this represents the first study demonstrating that PS-T triggers autophagy-dependent degradation of PD-L1 and to elucidate the role of PS-T-mediated PD-L1 degradation in the enhancement of anti-tumor immune responses within TNBC. Consequently, this research offers a promising clinical approach against TNBC.

## Materials and Methods

### Chemicals and reagents

Huaier crude extract was provided by Qidong Gaitianli Pharmaceutical Co. Ltd. (Qidong, China). We isolated and purified the polysaccharides (PS-T), as previously reported 18. Phenol-sulfuric acid method with glucose was used to determine the purity of PS-T 23. The autophagy inhibitor 3-methyladenine (3-MA, T1879) and Chloroquine (CQ, T8689), proteasome inhibitor MG132 (T2154), and anti-PD-L1 antibody atezolizumab (Ate, T9902) were purchased from TargetMol (Shanghai, China).

PD-L1 (DF6526), p62 (AF5384), Beclin-1 (AF5128), ATG5 (DF6010) and β-actin (AF7018) antibodies were from Affinity Biosciences (Cincinnati, OH, USA). Anti-PD-L1 (NBP1-43262), LC3 (NB100-2220), CD4 (NBP1-19371), CD8 (NB200-578), FoxP3 (NB100-39002) and Ki67 (NB110-89717) antibodies were from Novus Biologicals (Littleton, CO, USA). Anti-PD-L1 (#13684) and anti-rabbit (#7074) antibodies were from Cell Signaling Technology (Danvers, MA, USA). FITC-conjugated anti-rabbit IgG (E031220) and Cy3-conjugated anti-rat IgG (E031640) were from EarthOx Life Sciences (Millbrae, CA, USA).

The following antibodies for flow cytometry were from BioLegend (San Diego, CA, USA): anti-CD274 (APC, 329708), anti-CD274 (APC, 124312), anti-CD45 (PerCP-CY5.5, 147706), anti-CD45 (APC-Cy7, 109824), anti-CD3 (PE, 100206), anti-CD4 (APC-Cy7, 100414), anti-CD8a (FITC, 100706), anti-granzyme B (PE-Cy7, 396410), anti-IFN-γ (APC, 505810), anti-MHC-II (PerCP-CY5.5, 116416), anti-CD11c (APC, 117310), anti-PD-1 (PE-Cy7, 135216), and anti-LAG-3 (RB705, 756906). Anti-FoxP3 (PerCP-CD5.5, 563902), anti-CD8 (RB545, 569278), and anti-TIM-3 (PE Dazzle 594, 119747) was purchased from BD Biosciences (Pasadena, CA, USA).

### Xenograft experiments

BALB/c mice (5-6 weeks, 18-20 g, female) were provided by Byrness Weil Biotech, Ltd. The Laboratory Animal Welfare and Ethics Committee of the Army Medical University has approved all *in vivo* experiments. Mice were randomly assigned to different groups. 1×10^6^ 4T1 cells were injected into their mammary fat pads. The next day, the mice were separately treated with 100 μL isotonic sodium chloride solution and 3 mg PS-T solution by oral administration every other day. For anti-PD-L1 treatment, 200 μg atezolizumab was intraperitoneally administered once a week, either singly or in combination with PS-T. For mice requiring autophagy inhibitor treatment, 150 μL of 300 μg 3-MA solution was injected intraperitoneally every three days. The drug dosages and administration methods were based on previous literature for optimal consistency 24, 25. From the fifth day, we measured tumor volumes every two days. Mice were euthanized 21 days later, and their tumors and spleens were dissected for subsequent experiments.

### Single-cell RNA-sequencing and analysis

The excised xenograft tumors were from mice at 21 days post-inoculation, and carefully processed into a single-cell suspension. The suspension was then subjected to the 10x Genomics Chromium instrument to generate Gel Bead-in-emulsion (GEMs), with each cell being loaded into a separate GEM for subsequent processing. To ensure comprehensive coverage, we performed sequencing with an average depth of 5,000 reads per cell, which facilitated robust detection of gene expression levels across the individual cells. Following the generation of GEMs, these were transferred to a PCR instrument for reverse transcription, converting the RNA into complementary DNA (cDNA). The cDNA underwent purification, amplification, fragmentation, end-repair, and A-tailing before being ligated with the Read2 sequencing primer. This process resulted in the construction of a cDNA library equipped with P5 and P7 connexons, which was then sequenced in accordance with the Illumina User Guide. The sequencing was carried out in Outdo Biotech Co., Ltd. (Shanghai, China).

To address batch effects and ensure data consistency, we took several measures. First, we included internal control samples in each sequencing batch to monitor and calibrate the sequencing process. Second, we employed batch correction techniques during data preprocessing, using the Harmony algorithm within the CellRanger_V5.0.0 software suite to harmonize the data across different batches. This approach helped to mitigate technical variations and batch-specific biases, providing a more accurate representation of the biological signals. Data comparison, gene quantification, and cell identification were executed utilizing CellRanger_V5.0.0 software, applying stringent filtering thresholds for each sample. These criteria included UMI counts ≤ 27,009, gene number per cell ranging from 200 to 5,368, mitochondria content ≤ 20%, and ribosome distribution ≤ 57.5%. After filtering, the data was preprocessed and normalized to facilitate comparative analysis. Subsequent cluster analysis was performed on the normalized dataset using the Louvain algorithm, while the UMAP algorithm was employed for data visualization. Furthermore, Gene Set Variation Analysis (GSVA) was applied to explore the functional attributes of the cells.

### Cell lines, plasmid construction, and transfection

MDA-MB-231, 4T1, and HEK293T cells were obtained from FuHeng Cell Center (Shanghai, China). Human breast cancer MDA-MB-231 cells were cultured in complete L-15 medium. Complete RPMI 1640 was used to grow murine breast cancer 4T1 cells.

*ATG5* knockdown MDA-MB-231 and 4T1 cells were constructed as previously described 19. Briefly, ATG5 siRNA (human: 5-TCAGCTCTTCCTTGGAACATCACAGTACA-3, mouse: 5-GCUUCGAGAUGUGUGGUUUTT-3) was subcloned into the pLVX-ShRNA2-Puro plasmid, and plasmids were transfected into HEK293T cells with psPAX2 and pMD2G plasmids using Lipofectamine 3000 (Invitrogen) for virus packaging. Then MDA-MB-231 or 4T1 cells were infected with ATG5 knockdown lentvirus for 48 h (MOI: 10 for MDA-MB-231 and 4T1) and positive cells were selected with puromycin (1 μg/mL for MDA-MB-231, 3 μg/mL for 4T1). Transfection efficiency was determined by western blotting and immunocytochemistry as shown in Fig. S12.

### Flow cytometry

Cells were treated with equal volumes of drugs or dimethyl sulfoxide for 24 h. After diluted to 1×10^5^ cells/mL, the cells were blocked in 2% normal mouse serum (36118ES03, Yeasen) for 20 min, then incubated with antibodies for 30 min at 4°C in the dark. For tumor and spleen tissues, single-cell suspensions were prepared according to the previous literature 26. Briefly, tissues were dissected from mice and digested in an L-15 digestion medium containing 1 mg/mL collagenase IV (2091, BioFroxx), 50 U/mL DNase I (1121, BioFroxx), and 5 mM CaCl_2_ (C4901, Sigma-Aldrich) on a shaker at 24°C for 1 h. The solution was filtered through a 70 μm cell strainer (352350, Corning). Red Blood Cell Lysis Buffer (R1010, Solarbio) was used to lyse erythrocytes. The flow cytometry experiments were performed using a BD LSRFortessa and NovoCyte flow cytometer, and the data were analyzed using the FlowJo_V10 software.

### Western blotting

Cells were treated with the drugs for 24 h, followed by trypsin digestion and lysis for protein extraction. Proteins were isolated and then transferred onto a polyvinylidene difluoride membrane (GVWP02500, Millipore). The blocking buffers (P0252, Beyotime) were used to block the membranes for 30 min at 24°C. Next, the membranes were incubated with the primary antibody at 4°C overnight and the secondary antibody for 1 h at 24°C. The protein bands were visualized using a Gel Doc TMXR+ System (Bio-Rad) and normalized to the reference protein (β-actin).

### Immunocytochemistry

Cells (1×10^5^) were cultured on coverslips in 24-well plates and treated with drugs for 24 h. After washing thrice, the cells were fixed in 4% paraformaldehyde (BL539A, Biosharp) for 15 min. Permeabilizing was performed with Triton X-100 (1139, BioFroxx) for 20 minutes. Next, we blocked the cells with normal goat serum (ZLI-9022, ZSGB-BIO) for 1 h. Primary and fluorescently conjugated secondary antibodies were each incubated for 1 h at 24°C in the dark. Cell slides were sealed with an antifade mounting medium containing DAPI (P0131, Beyotime) and observed under an AX10 IMAGER A2 fluorescence microscope. The mean fluorescence was evaluated using ImageJ software.

### Immunohistochemistry (IHC) staining

Patient samples were obtained from the Breast Cancer Center and the Department of Pathology, Southwest Hospital, Army Medical University (Chongqing, China), with strict adherence to ethical guidelines and informed consent procedures. A total of 20 TNBC patients diagnosed between 2015 and 2019 were included in this study. All patients were treatment-naïve at the time of sample collection, with no prior exposure to chemotherapy, radiotherapy, immunotherapy, or targeted therapy before surgical resection. Clinicopathological characteristics, including age, tumor size, lymph node status, histological grade, and Ki67 index, were collected from medical records and are summarized in Table S1.

Immunohistochemistry (IHC) staining was performed using the SP kit (PV-9000, ZSGB-BIO), following the instructions. The IHC staining intensity (SI) was scored as 0, negative; 1, weakly positive; 2, positive; and 3, strongly positive, and the percentage of positive cells (PP) was counted as 0, <5%; 1,6-25%; 2, 26-50%; 3, 51-75%; and 4, >75%. The final IHC staining score was calculated by multiplying the SI with the PP. All IHC scoring was performed independently by two pathologists who were blinded to the experimental group allocation and patient clinical information. Discrepancies between the two scorers were resolved by consensus discussion with a third investigator. The mean fluorescence was measured using the ImageJ software. Based on the IHC staining scores, the patient samples were stratified into LC3 low-expression (scores ≤8) and high-expression (scores >8) groups.

### Statistical analysis

All data are expressed as the mean ± standard deviation. For comparison of two groups, Student's t-test was used if the variance is homogeneous, Mann-Whitney U test was used if the variance is not homogeneous. For pair-wise comparisons, one-way analysis of variance and the post-hoc Bonferroni test was used. For correlation analysis, Pearson correlation test was used. Values of *P* < 0.05 was considered significant. GraphPad Prism 8.0 was used for statistical analysis.

## Results

### PS-T potentiates the therapeutic efficacy of anti-PD-L1 antibodies in TNBC via activating immune cells

In order to investigate the synergistic effect of anti-PD-L1 antibodies and PS-T, we constructed 4T1 mouse breast cancer models and treated the mice with indicated drugs. PS-T did not induce apparent drug-induced acute toxicity in Balb/c mice (Fig. S1). The combination of atezolizumab (Ate) and PS-T exhibited enhanced inhibition on tumor growth and cell proliferation, compared to that seen in the single administration group (Fig. 1A-B). We then performed single-cell RNA sequencing on the xenograft tumors (Fig.1C). Transcriptomes of 23193, 33703, 23430, and 23900 cells were obtained in the control, PS-T, Ate, and Ate+PS-T-treated tumors, respectively (Fig.1D). Six major cell types were identified, including cancer cells, T cells, myeloid cells, B cells, fibroblasts, and endothelial cells (Fig. 1E). The distribution of the cell types within the tumors is shown in Fig. 1F. GSVA enrichment of cancer cells suggested that PS-T stimulates IFN-α and IFN-γ response, and promotes complement, inflammatory response, TNF-α/NF-kB, and IL-2/STAT5 signaling, exhibiting an activation of antitumor immunity in TNBC (Fig. S2). Besides, we noticed a dynamic alteration in the Col13a1+ and Col14a1+ fibroblast populations across the treatment groups. PS-T treatment led to a prevalence of Col14a1+ fibroblasts, whereas Col13a1+ fibroblasts were more abundant in the control and Ate-treatment groups (Fig. S3A-D). Although the less pronounced proportional change than other cell types, endothelial-mediated enhancement of tumor immunity was observed following PS-T treatment (Fig. S3E-H).

Due to the elevated tumor-infiltrating immune cells contributes to better prognosis for TNBC tumors 27, 28, we next investigated the role of immune cells in PS-T-mediated enhancement of antitumor effect of anti-PD-L1 antibodies, and observed significant changes in the proportion of immune cells after Ate and PS-T treatment (Fig. 1F). The percentage of intratumoral T, NK, CD4^+^T, CD8^+^T, CD8^+^T-intermediate, and CD8^+^T-proliferation cells increased after PS-T treatment (Fig. 2A-B and S4A-E). GSVA analysis showed activation of multiple immune-related pathways in T cells, including TNF-α/NF-kB, Notch, IFN-α, IFN-γ, and IL-2/STAT5 signaling, complement, and inflammatory response (Fig. S4F). Moreover, Ate and PS-T combination treatment increased the number of CD4^+^ and CD8^+^ T cells, while decreasing the number of FoxP3^+^ Tregs compared to the single-agent groups (Fig. 2C and S4G-H). Additionally, PS-T significantly increased the proportion and immunological activity of intratumoral myeloid cells, whether or not it was combined with anti-PD-L1 antibodies (Fig. S5A-C). The clustering and GSVA results revealed that PS-T treatment diminished the immunosuppressive myeloid-derived suppressor cells (MDSCs), and activated the immunoactivating dendritic cells (DCs) (Fig. S5D-G).

### PS-T reverses the immunosuppressive microenvironment in TNBC

We next profiled the tumor infiltrating immune cells by flow cytometry. The gating strategy for flow cytometry analysis is illustrated in Fig. S6. In PS-T-treated group mice, a significantly higher number of intratumoral CD45^+^ cells was observed compared to the control group (Fig. 3A). Besides, antitumor T cell immune responses were detected, marked by an increase in CD3^+^ T cells, CD4^+^ T cells, CD8^+^ T cells, and MHC-II^+^ CD11c^+^ DCs, along with a decrease in CD4^+^ FoxP3^+^ Tregs (Fig. 3A). Immune cells within spleen tissue were then examined to assess whether PS-T treatment could impact peripheral immune organs. As depicted in Fig. 3B, the changes of immune cells in the spleen exhibited similar results to those in the tumor.

In addition to frequency of immune cells, we also investigated whether PS-T could enhance T cell function. The percentage of activated cytotoxic T cell subgroups (granzyme B^+^ CD8^+^ T, IFN-γ^+^ CD8^+^ T, and IFN-γ^+^ CD4^+^ T) was markedly elevated in breast tumors and spleens of PS-T-treated mice (Fig. 3C-D and S7). To further characterize the functional status of tumor-infiltrating T cells, we assessed the expression of exhaustion markers PD-1, LAG-3, and TIM-3 on CD8^+^ T cells. As shown in Fig. S8, PS-T treatment significantly reduced the frequency of PD-1^+^LAG-3^+^ and PD-1^+^TIM-3^+^ CD8^+^ T cells compared to the control group, indicating that PS-T alleviates T cell exhaustion. These findings suggest that PS-T not only enhances T cell activation but also mitigates T cell exhaustion, thereby contributing to the enhanced antitumor immune response in TNBC.

### PS-T promotes autophagic degradation of PD-L1 in TNBC

Given that PS-T treatment promoted cancer cell-mediated immune response and reversed the immunosuppression of the tumor microenvironment, thereby enhancing the inhibitory effects of anti-PD-L1 antibodies on TNBC (Fig. S2), we investigated the changes in PD-L1 expression following *in vivo* treatment with PS-T. In the 4T1 mouse breast cancer xenografts, the mean fluorescence intensity (MFI) of PD-L1 diminished after PS-T administration (Fig. 4A). Histological examination of the tumor tissues revealed a significant suppression of PD-L1 protein expression post-PS-T treatment (Fig. 4B-C). Subsequently, we verified the downregulation of PD-L1 protein levels by PS-T* in vitro*. In both MDA-MB-231 and 4T1 cells, PD-L1 expression was inhibited by PS-T in a dose-dependent manner (Fig. 4D-G). To exclude the possibility that the observed reduction in PD-L1 expression was attributable to non-specific cytotoxicity, we assessed cell viability in MDA-MB-231 and 4T1 cells treated with PS-T at concentrations of 0, 5, and 10 μg/mL using CCK-8 assays. As shown in Fig. S9, PS-T did not induce significant cytotoxicity at these concentrations, confirming that the dose-dependent downregulation of PD-L1 reflects specific biological effects rather than general toxicity.

To explore the mechanisms by which PS-T downregulates PD-L1 expression, we performed RNA sequencing of TNBC cells treated with or without PS-T. However, there was no statistical differences in PD-L1 (*CD274*) transcript levels, suggests that PS-T modulates PD-L1 protein expression but not at the transcription level (Fig. S10). It is widely recognized that autophagy modulates PD-L1 expression 29, 30. 

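MDA-MB-231, HCC1806 and HCC1937 are established human TNBC cell lines, and PS-T is the polysaccharide preparation from Huaier that the paper studies. The deposited RNA sequencing holds 18 libraries, with 3 control and 3 PS-T libraries in each of the 3 cell lines. The sample labels give the treatment as Huaier, and the name PS-T, the dose of 50 µg/mL and the 24 h of treatment come from the paper's methods. The submitters' processing notes name fastp, HISAT2, StringTie, RSEM, DESeq2 and the genome build GRCh38.p13, without versions. The annotation release and the strand setting are not given in the sources used here. The authors deposited expected counts and length-normalized TPM values for each gene and transcript. Total counts ran from 20427701 to 29997716 per library. The expected counts were rounded, scaled by the trimmed mean of M values (TMM), and compared between PS-T and control within each cell line. The differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and log2 fold changes are PS-T over control. On simulated counts, edgeR recovered a log2 fold change of 0.5 for 76.0% of genes in MDA-MB-231, 76.0% in HCC1806 and 62.0% in HCC1937. A simulated log2 fold change of 0.25 was recovered for 51.0%, 42.9% and 18.0% of genes, respectively. Unchanged genes made up 9.83%, 11.2% and 4.55% of the calls in these simulations, at an adjusted p under 0.05. Far fewer genes were changed in the simulations than were called in the real data, so these shares may not carry over. The labels do not say whether replicate libraries came from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical.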

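CD274, which encodes PD-L1, did not pass the test for a difference between PS-T and control in any of the 3 cell lines. In MDA-MB-231, CD274 stood at 50.0 ± 1.89 CPM (library-scaled counts, SD, n = 3) in control cells and 52.8 ± 2.56 with PS-T. This is a log2 fold change of 0.08 (95% confidence interval -0.02 to 0.18), with an adjusted p of 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HCC1806, the level was 3.02 ± 0.803 in control cells and 2.87 ± 0.365 with PS-T, a log2 fold change of -0.07 (interval -0.53 to 0.38, adjusted p = 0.822 from edgeR). In HCC1937, the level was 7.10 ± 0.830 and 7.53 ± 0.392, a log2 fold change of 0.09 (interval -0.16 to 0.34, adjusted p = 0.679 from edgeR). Over the 3 cell lines together, the log2 fold change was 0.05 (interval -0.09 to 0.19, adjusted p = 0.641 from edgeR). Its sign turned on TPM, where the mean difference in log2 TPM was -0.14 with a pseudocount of 1 and -0.19 with 0.1 (exact permutation within cell lines, p = 0.298 and 0.278). The effect on CD274 was not shown to differ between the cell lines (adjusted p = 0.763 from edgeR's interaction test). CD274 (ENSG00000120217) lies on chromosome 9 of GRCh38 from 5450503 to 5470566. In the authors' deposited DESeq2 comparisons, the adjusted p of CD274 was 0.301 in MDA-MB-231, 0.888 in HCC1806 and 0.810 in HCC1937. Of 34 genes made up of CD274 and its known regulators, 11 were higher and 12 lower with PS-T in MDA-MB-231 (11 and 13 adjusted over the list alone). The counts were 8 higher and 9 lower in HCC1806 (8 and 9 adjusted over the list alone), and 4 and 4 in HCC1937 (4 and 4 adjusted over the list alone). Camera (limma), which compares a list with the other genes, gave the list adjusted p-values of 0.930, 0.997 and 0.768 in MDA-MB-231, HCC1806 and HCC1937. When MDA-MB-231 was scaled by total counts alone, CD274 had a log2 fold change of 0.14 with an adjusted p of 0.0223 from edgeR. Over all alternatives the adjusted p in MDA-MB-231 ran from 0.0223 to 0.485 and the log2 fold change from -0.13 to 0.14. In HCC1806, the log2 fold change ran from -0.60 to 0.14 over the alternatives, and it was 0.14 without control replicate b and 0.0048 without PS-T replicate f. In HCC1937, it was -0.0017 without control replicate a. From the absence of a statistical difference in CD274 transcripts (Fig. S10), the paper proposes that PS-T acts on PD-L1 protein and not on its transcription. The paper measured PD-L1 protein in MDA-MB-231 and 4T1 cells, at lower doses of PS-T than in this sequencing (Fig. 4). It also rests the degradation of PD-L1 on experiments that inhibit autophagy or the proteasome.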

We previously demonstrated that PS-T could significantly induce autophagy 19. In this study, we confirmed that PS-T reduced PD-L1 and p62 protein expression while enhancing the expression of key autophagy proteins, including ATG5, Beclin-1, and LC3 (Fig. 5A). To investigate the role of autophagy in PD-L1 degradation induced by PS-T, we observed the immunofluorescence staining of LC3 and PD-L1 using confocal microscopy. The results revealed that PD-L1 protein was degraded following PS-T treatment and co-localized with the LC3 protein (Fig. 5B). Immunohistochemistry analysis using 4T1 xenograft verified the upregulation of LC3 expression and downregulation of PD-L1 expression *in vivo* due to PS-T treatment, revealing a significant correlation between their expression (R^2^ = 0.6319, P = 0.0020) (Fig. 5C and S11A). Moreover, PD-L1 protein levels were found to be low in patients whose tumors exhibited high levels of LC3 expression (R^2^ = 0.8800, P = 0.0056) (Fig. 5D-E and S11B). In addition, we recognized that intracellular protein degradation is primarily mediated by two major pathways: the ubiquitin-proteasome pathway and the autophagy-lysosome pathway 31. Western blotting with proteasome inhibitor MG132 did not show increased PD-L1 level PS-T-treated cells, indicating that PS-T downregulates PD-L1 independently of the ubiquitin-proteasome pathway (Fig. 5F).

### Autophagy inhibition reverses the PS-T-induced activation of antitumor immunity in TNBC

We next used the upstream autophagy inhibitor 3-methyladenine (3-MA), lysosome inhibitor chloroquine (CQ), or knocked down the autophagy-related gene *ATG5* to inhibit autophagy in TNBC cells for subsequent experiments. The expression of ATG5 and LC3 was notably reduced in both si*ATG5*-4T1 and si*ATG5*-MDA-MB-231 cell lines (Fig. S12). Consistent with previous results, PS-T substantially lowered PD-L1 expression levels. However, the degradation was significantly reduced by inhibition of autophagy (Fig. 6A-L and S13).

To ascertain the role of autophagic PD-L1 degradation induced by PS-T in modulating tumor immune cell infiltration, we intraperitoneally administered 3-MA to 4T1 tumor-bearing mice to inhibit autophagy (Fig. 6M). Existing literature confirms that 3-MA does not impact breast tumor growth when used alone 32. Our data showed that 3-MA considerably reduced the PS-T-induced accumulation of CD45^+^, CD3^+^, CD4^+^ T, and CD8^+^ T cells and DCs, as well as the suppression of Treg infiltration (Fig. 6N-O). Moreover, PS-T treatment activated cytotoxic CD4^+^ and CD8^+^ T cells in breast tumors, with this activation being markedly restrained upon autophagy inhibition (Fig. 6P).

### Autophagic degradation of PD-L1 is associated with antitumor responses in TNBC patients

A total of 20 TNBC patients were enrolled in this study. All patients were treatment-naïve and underwent surgical resection without prior neoadjuvant therapy. The median age was 50.5 years (range, 28-78 years). Detailed clinicopathological characteristics, including tumor size, lymph node status, histological grade, and Ki67 index, are provided in Table S1.

To investigate the association between autophagy and antitumor immunity, the enrolled patients were divided into two groups based on LC3 protein expression levels. Our findings revealed that high LC3 expression was associated with notably lower PD-L1 levels (Fig. 7A). Futhermore, the high-LC3 group exhibited a significant increase in the infiltration of CD4^+^ and CD8^+^ T cells, whereas the number of FoxP3^+^ regulatory T cells was markedly decreased compared with the low-LC3 group (Fig. 7A). In additon, multicolor immunofluorescence staining was performed to further validate these observations, and the results confirmed that autophagic degradation of PD-L1 was positively correlated with enhanced antitumor immunity in TNBC (Fig. 7B).

## Discussion

Previous studies have demonstrated that polysaccharides derived from Traditional Chinese Medicine (TCM) possess robust immunomodulatory properties and exert antitumor effects 33-36. Among them, PS-T, the principal anticarcinogenic constituent of Huaier, has demonstrated efficacy in the treatment of various tumors, including gastric, liver, and breast cancer 16, 37-39. Despite existing research highlighting the stimulatory effect of PS-T on antitumor immunity, an understanding of its potential to enhance the sensitivity to immunotherapy and the underlying molecular mechanisms remains elusive. In this study, we performed single-cell sequencing alongside *in vitro* and* in vivo* experiments to demonstrate that PS-T could reverse the tumor immunosuppressive microenvironment and augment the efficacy of anti-PD-L1 antibodies in TNBC (Fig.1-2). The underlying mechanism involves PS-T enhancing the abundance and function of immune cells by autophagy-dependent degradation of PD-L1 in TNBC (Fig.3-7).

Lymphocytes are integral to the tumor microenvironment, with CD4^+^ T cells coordinating the immune response, CD8^+^ T cells (also known as cytotoxic T cells, CTL) executing the destruction of tumor cells through cytokines secretion and the release of cytotoxic particles containing perforin and granzymes 40, and Tregs contributing to tumor immune escape 41. In consonance with prior studies, our data revealed that PS-T promote CD4^+^ T and CD8^+^ T cells infiltration into the tumor and splenic microenvironment while inhibiting Tregs. Furthermore, we observed a significant increase in the proportion of cytotoxic CD4^+^ and CD8^+^ T cells, suggesting that PS-T activates T cells in TNBC (Fig. 2-3 and S4). In addition to promoting T cell activation, our data revealed that PS-T also alleviates T cell exhaustion, as evidenced by reduced expression of exhaustion markers including PD-1, TIM-3, and LAG-3 on tumor-infiltrating CD8^+^ T cells (Fig. S8). These findings highlight the potential of PS-T to reshape the T cell functional landscape in TNBC, promoting a more robust and sustained antitumor response.

Interestingly, the impact of PS-T on CD8^+^ T cells is still a matter of debate. Some argue that CD8^+^ T cell counts do not significantly rise following PS-T treatment 21, 42, possibly due to variations in gate strategies and final statistical indicators (Fig. S14). In our view, the cell proportion in tissues is a more reliable indicator of the immune system's particular status, rather than the percentages in T lymphocytes. Our data corroborate this perspective. Regarding Myeloid cells, which are the most abundant cell type in breast tumors, accounting for more than half of the tumors (Fig. 1F), we found that PS-T significantly decreased the counts of MDSCs in TNBC tumor-bearing mice and fostered the infiltration and activation of DCs (Fig. 3A-B and S5D-G). These findings suggest that PS-T could potentiate antitumor immune response in TNBC.

Additionally, we further explored the effects of PS-T on non-immune stromal cells. In agreement with the findings of Chen *et al*., PS-T reduced the number of intratumoral fibroblasts and those transitioning into myofibroblasts 43. We observed distinct shifts in fibroblast populations after PS-T treatment: Col13a1+ fibroblasts decreased significantly, while Col14a1+ fibroblasts increased, reversing the prevalence pattern seen in controls (Fig. S3A-D). The functional implications of these fibroblast subset shifts warrant further consideration. Col13a1, a member of the fibrillar collagen family, has been implicated in extracellular matrix remodeling and tumor progression. Conversely, Col14a1, which encodes a fibril-associated collagen with interrupted triple helices, has been associated with more organized extracellular matrix architecture and may facilitate immune cell infiltration. The observed PS-T-induced shift from Col13a1+ to Col14a1+ fibroblasts therefore may represent a functional transition toward a more immune-permissive stromal microenvironment. This phenotypic switch could contribute to the enhanced antitumor immune responses observed in our study by reducing physical barriers to immune cell infiltration and modulating stromal-derived immunosuppressive signals. Notably, the proportion of Col14a1+ fibroblasts increased specifically in the PS-T-treated groups, suggesting that this subset may play a supportive role in T cell recruitment or activation. While our current data do not establish a direct causal relationship between fibroblast subset shifts and immune remodeling, these findings provide a foundation for future mechanistic studies exploring how PS-T reprograms the stromal compartment.

PD-L1 is a vital immune checkpoint protein and a pivotal immunomodulator 44. PD-L1 expressed on tumor cells can inhibit T cell cytotoxicity and contribute to tumor immune evasion by binding to PD-1, thus leading to limited sensitivity to immunotherapies in tumors 45, 46. Our results indicate that PD-L1 protein expressing on tumor cells was downregulated following PS-T treatment (Fig. 4). To uncover how PS-T downregulate PD-L1 protein, we reviewed the literatures and noted that protein degradation mainly occurs through two systems: the proteasome and lysosomal-autophagy system 47. By using proteasome inhibitor MG132, we determined that PS-T does not degrade PD-L1 through the proteasome system (Fig. 5F). Besides, it has been reported that PS-T enhances autolysosome formation and autophagosome-lysosome fusion 48, and our data confirmed that PS-T promotes autophagy-dependent degradation of PD-L1 (Fig. 5A-E). PS-T has been shown to regulate the expression of LC3, ATG5, and Beclin-1, as well as the p62/SQSTM1 and MAPK/NF-κB pathways 19, 49, 50. Consequently, we posit that PS-T affects autophagy through multiple pathways, warranting further investigations to delineate the specific mechanisms by which PS-T promotes autophagy.

Interestingly, although PS-T significantly altered the abundance of myeloid cells, it did not significantly affect PD-L1 expression on these cell populations (Supplementary Table S2). This observation suggests that the immunomodulatory effects of PS-T on myeloid cells are likely mediated through mechanisms independent of PD-L1 regulation, such as promoting DC maturation and reducing MDSC accumulation as demonstrated in our scRNA-seq and flow cytometry data. The cell-type-specific effect of PS-T on PD-L1 expression, downregulating PD-L1 primarily in cancer cells rather than in immune cells, may be advantageous for combination immunotherapy, as it selectively reduces tumor cell-mediated immune evasion while preserving the physiological PD-L1 expression on antigen-presenting cells required for maintaining immune homeostasis. Future studies employing conditional knockout models or lineage-specific PD-L1 deletion could further elucidate the distinct contributions of cancer cell-intrinsic versus myeloid cell-intrinsic PD-L1 to the therapeutic efficacy of PS-T in combination with immune checkpoint blockade.

In this study, we report a novel finding that PS-T induces autophagic degradation of PD-L1 in TNBC cells (Fig. 5). The effect of PS-T on PD-L1 level was reversed when autophagy was inhibited using pharmacological inhibitors or small interfering RNA (Fig. 6). Our findings suggest that PS-T promotes the autophagic degradation of PD-L1, leading to the accumulation and activation of DCs, CD4^+^, and CD8^+^ T cells, and reducing the infiltration of Tregs (Fig. 3-5). Moreover, *in vivo* experiments demonstrated that the addition of an autophagy inhibitor mitigated the PS-T-mediated regulation of T cell immunity (Fig. 6M-P), which was further validated in TNBC patients (Fig. 7).

## Conclusion

PS-T enhances the antitumor immune response against TNBC by inducing autophagy-mediated degradation of PD-L1, thereby boosting the effectiveness of anti-PD-L1 antibody treatment. Our study establishes a compelling basis for future research, which should include validating these findings in patient-derived xenografts and organoid models to bridge the gap between preclinical observations and clinical applications. Such validations are crucial for assessing the therapeutic potential of PS-T and could inform the design of clinical trials for this novel intervention in TNBC treatment.

## Supplementary Material

Supplementary materials and methods, figures and tables.

## Figures and Tables

**Figure 1:**
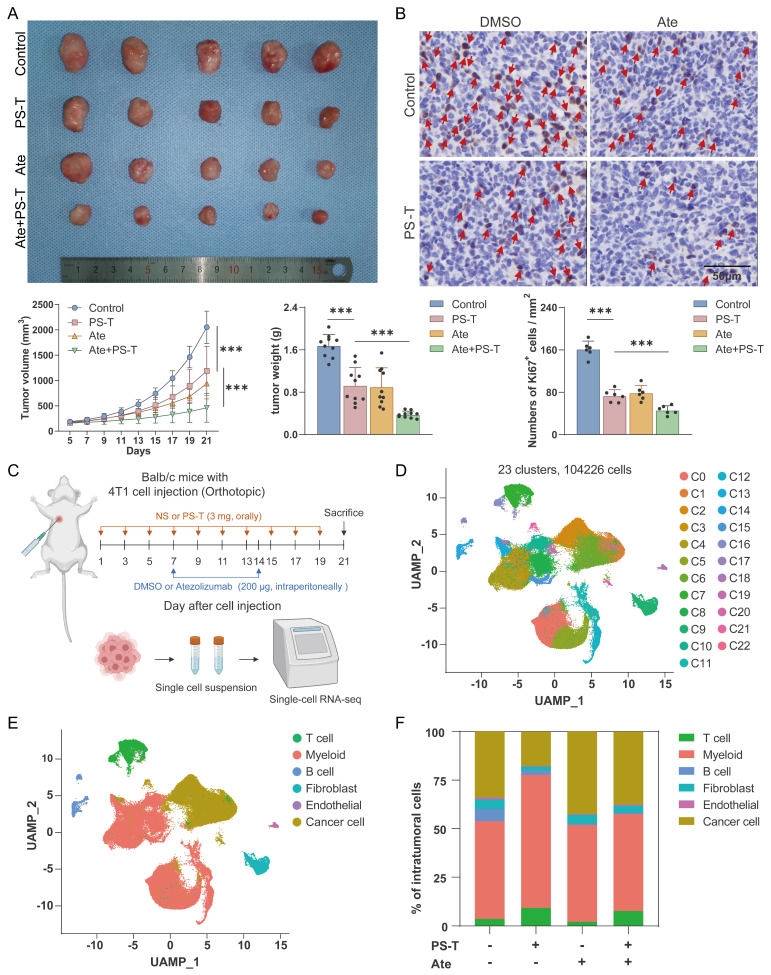
** PS-T enhances the treatment efficacy of anti-PD-L1 antibodies in TNBC. (A)** 4T1 tumor-bearing mice were photographed after treatment with isotonic sodium chloride solution (control), PS-T (3 mg, every two days), or atezolizumab (200 μg, once a week) alone or in combination with both (n=10). Tumor volume and weight were measured and analyzed statistically and are presented as a histogram (*bottom*). **(B)** Representative immunohistochemical staining for Ki67 in mouse breast tumor tissues under different conditions (n=6). Arrows indicate Ki67-positive cells (brown nuclear staining). Scale bars = 50 μm. **(C)** Schematic representation of the scRNA-seq experimental protocol. **(D)** UMAP clustering of 23 subgroups.** (E)** UMAP plot of 6 subsets after cell annotation. **(F)** The cell type distribution across four groups of tumor tissues. (mean ± standard deviation; **P < 0.01; ***P < 0.001).

**Figure 2:**
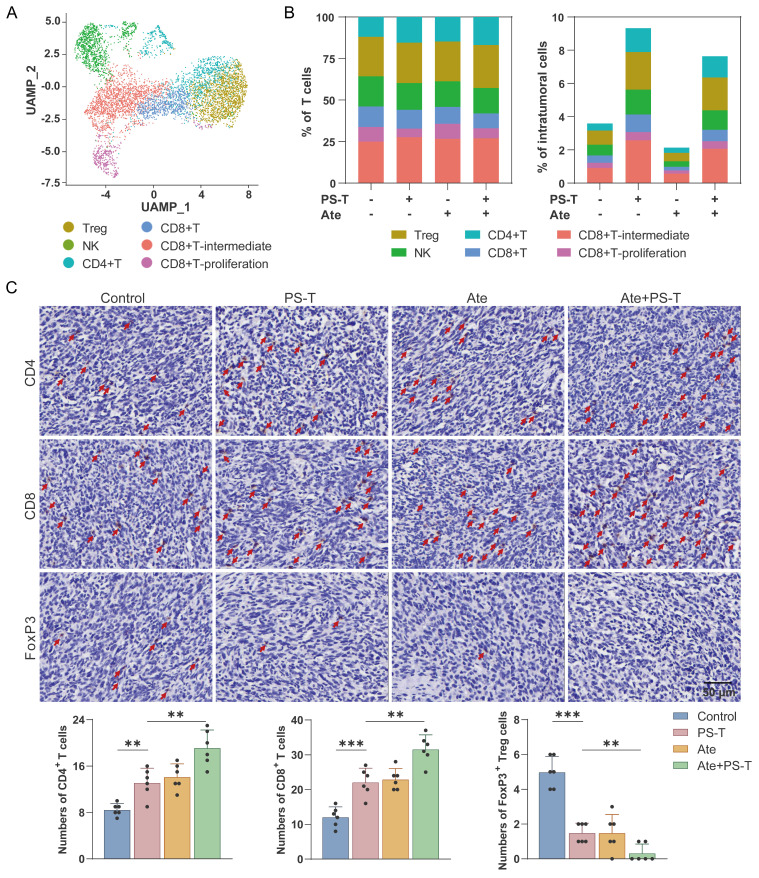
** PS-T promotes the infiltration and activation of T cells mediated by anti-PD-L1 treatment. (A)** UMAP clustering of tumor-infiltrating T cells identified 6 clusters (Treg, NK, CD4+T, CD8+T, CD8+T-intermediate, and CD8+T-proliferation).** (B)** The ratio (*left*) and number (*right*) of T cell subsets.** (C)** Representative images of CD4^+^ and CD8^+^ T cells and FoxP3^+^ Tregs in mice treated with PS-T, anti-PD-L1 antibody, and a combination of both. The histogram (*right*) depicts the number of positive cells in each group (n=6). Scale bars = 50 μm. The data were combined based on two independent experiments. (mean ± standard deviation; **P < 0.01; ***P < 0.001).

**Figure 3:**
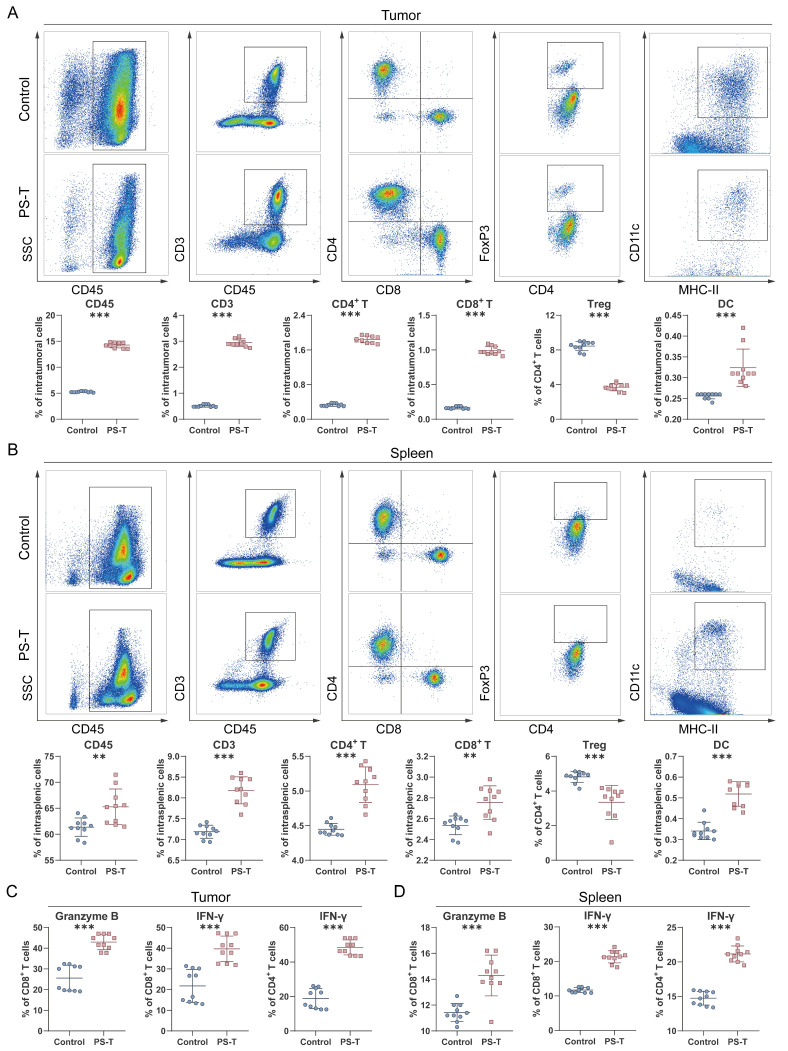
** PS-T affects the tumor immune microenvironment in TNBC. (A-B)** Representative plots (*up*) of CD45^+^, CD3^+^ T, CD4^+^ T, and CD8^+^ T cells as well as regulator T cells (Tregs) and dendritic cells (DCs) in the tumor (A) and spleen tissue (B) of 4T1 mice treated with or without PS-T. The proportions are shown in the statistic graph (*bottom*) (n=10). **(C-D)** The proportions of IFN-γ^+^ and granzyme B^+^ cells in tumor-infiltrating CD4^+^ T and CD8^+^ T cells in the breast tumor (E) and spleen (F) (n=10). The data were combined based on two independent experiments. (mean ± standard deviation; **P < 0.01; ***P < 0.001).

**Figure 4:**
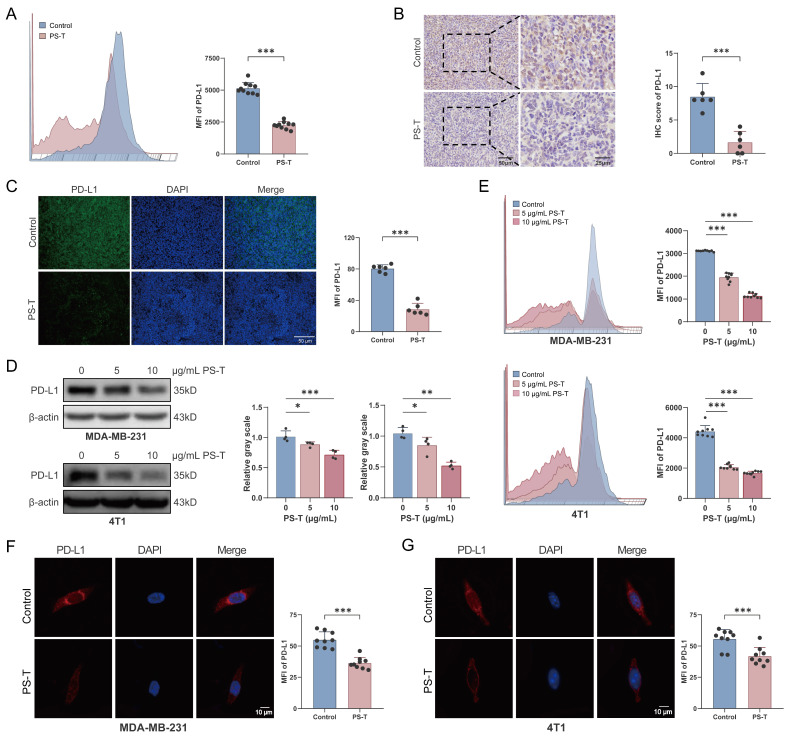
** PS-T downregulates PD-L1 expression in TNBC. (A-C)** The expression of PD-L1 in the breast cancer tissue of mice treated with or without PS-T was determined by flow cytometry (A) (n=9), immunohistochemical staining (B), and immunofluorescence staining (C) (n=6). Scale bars = 50 and 25 μm. **(D-E)** Western blotting (D) (n=3) and flow cytometry analysis (E) (n=9) of 0, 5, and 10 μg/mL treated 4T1 and MDA-MB-231 cells. **(F-G)** Representative fluorescent micrographs of PD-L1 stained 4T1 (F) and MDA-MB-231 cells (G) (n=9). The data were combined based on three (A, D-G) or two independent experiments (B-C). (mean ± standard deviation; *P < 0.05; **P < 0.01; ***P < 0.001).

**Figure 5:**
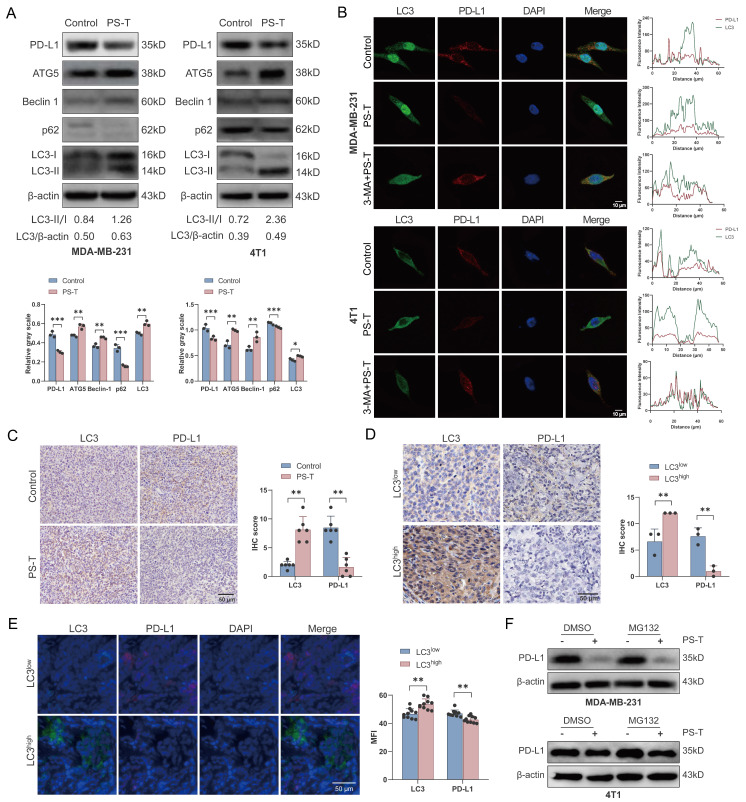
** PS-T regulates PD-L1 expression by inducing autophagy in TNBC. (A)** Expression levels of PD-L1 and autophagy-related markers in MDA-MB-231 (*left*) and 4T1 cells (*right*) treated with 5 μg/mL PS-T for 24 h (n=3). The grayscales were quantified using ImageJ software and calculated relative to β-actin levels. **(B)** The colocalization of LC3 and PD-L1 in MDA-MB-231 (*up*) and 4T1 cells (*down*) treated with or without PS-T was analyzed by immunofluorescence staining (n=9). Scale bars = 10 μm. **(C)** Representative images of LC3 (*left*) and PD-L1 (*right*) protein expression in the control and PS-T-treated mice (n=6). Scale bars = 50 μm. **(D-E)** The levels of LC3 (*left*) and PD-L1 (*right*) in TNBC patients were assessed by immunohistochemistry (n=3) (D) and immunofluorescence (n=10) (E). Scale bars = 50 μm. **(F)** The expression of PD-L1 in MDA-MB-231 (*up*) and 4T1 cells (*down*) treated with PS-T and/or MG132 (n=3). The data were combined based on three (A-B, D, F) or two independent experiments (C, E). (mean ± standard deviation; *P < 0.05; **P < 0.01; ***P < 0.001).

**Figure 6:**
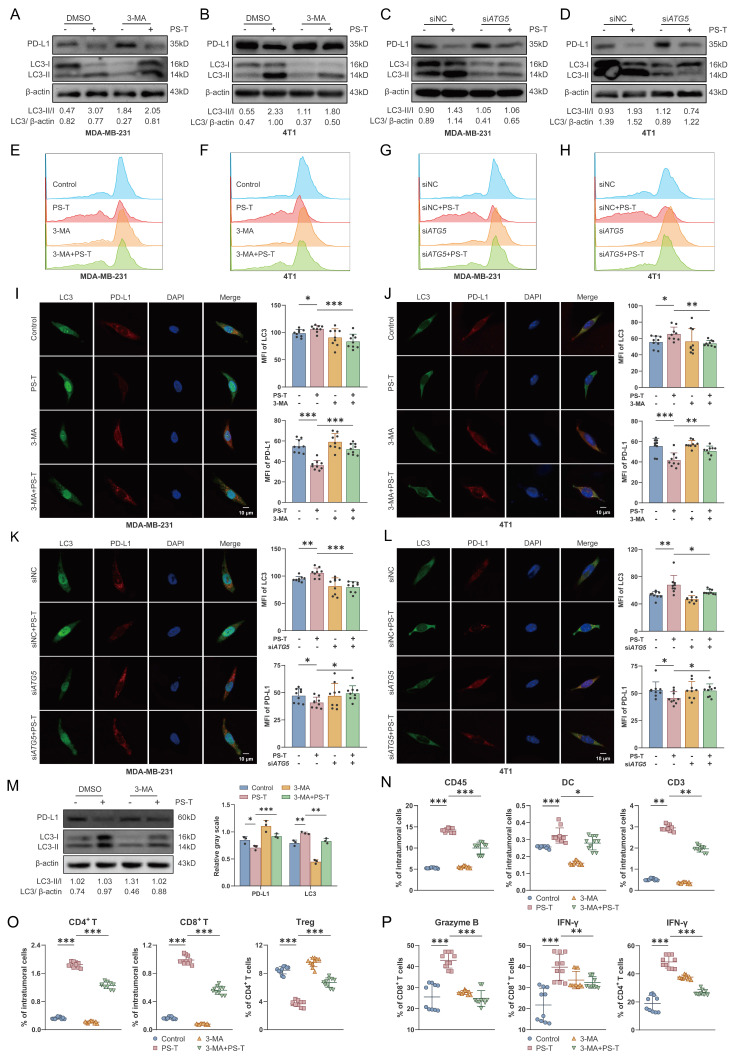
** Autophagy inhibition reverses the PS-T-induced activation of PD-L1-mediated T cell antitumor responses. (A-D)** Expression of PD-L1 and LC3 in MDA-MB-231 and 4T1 cells that autophagy was inhibited by 3-MA (5 mM) (A-B) and si*ATG5* (C-D) (n=3). **(E-H)** The levels of PD-L1 protein were examined by flow cytometry (n=9). **(I-L)** Confocal microscopy images of TNBC cells stained with PD-L1 (*red*) and LC3 (*green*). The MFI was quantified to indicate protein levels (*right*). Scale bars = 10 μm. **(M)** Mice were injected with 1×10^6^ 4T1 cells, randomly allocated into four groups, orally treated with 100 μL isotonic sodium chloride solution (control), 3 mg PS-T solution (PS-T) every two days, intraperitoneally administrated with 150 μL of 300 μg 3-MA solution (3-MA) every three days and co-treated with PS-T and 3-MA (3-MA+PS-T). The protein levels of PD-L1 and LC3 in the control, PS-T, 3-MA, and 3-MA+PS-T-treated tumors (n=3). **(N-O)** The concentration of CD45^+^, DC, CD3^+^ T, CD4^+^ T, and CD8^+^ T cells, Tregs in tumor tissues treated with PS-T (3 mg, every two days) and 3-MA (300 μg, every three days) alone or in combination (n=10). **(P)** Percentages of IFN-γ and granzyme B in tumor-infiltrating CD4^+^ T and CD8^+^ T cells in the untreated and PS-T-, 3-MA-, and 3-MA+PS-T-treated tumors (n=10). The data were combined based on three (A-M) or two independent experiments (N-P). (mean ± standard deviation; ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001).

**Figure 7:**
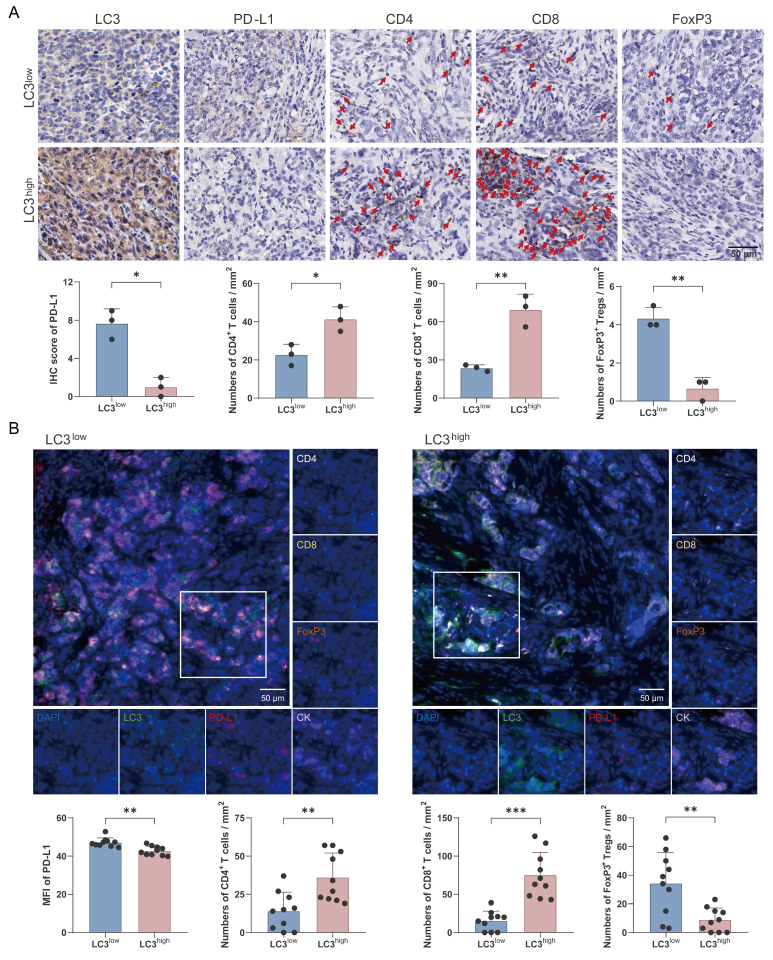
** Autophagic degradation of PD-L1 is associated with antitumor T cell responses in TNBC patients. (A)** Immunohistochemical staining of LC3, PD-L1, CD4, CD8, and FoxP3 in TNBC patients. IHC score of PD-L1 and numbers of CD4^+^ and CD8^+^ T cells and FoxP3^+^ Tregs were analyzed statistically and are presented as a histogram (*bottom*) (n=3). Scale bars = 50 μm. **(B)** Representative multicolor immunofluorescent staining images for LC3, PD-L1, CK, CD4, CD8, and FoxP3 in LC3^low^ (*left*) and LC3^high^ (*right*) TNBC patients (n=10). Scale bars = 50 μm. (mean ± standard deviation; *P < 0.05; **P < 0.01; ***P < 0.001).

## Data Availability

Additional Figures and associated Figure legends are provided in the supplementary text and are available online with the paper. The raw data of RNA sequencing has been uploaded to the GEO database [Accession No. GSE253683].

# Supplementary material for: Huaier Polysaccharides Sensitize Anti-PD-L1 Therapy via Promoting Antitumor Immune Response in Triple-Negative Breast Cancer
**Source:** Int J Biol Sci. 2026 May 18;22(10):5509–24. doi: 10.7150/ijbs.133068
**Supplement:** Supplementary file 1 — Supplementary materials and methods, figures and tables.

## **Supplementary Materials and Methods**

### **Acute toxicity experiment**

Six female Balb/c mice were randomly divided into control (3 mg PS-T, every other day) and experimental groups (30 mg PS-T, every other day), with three mice in each group. PS-T was dissolved in 100  $\mu$ L of isotonic sodium chloride solution and administered via oral gavage. Body weight and food intake were measured daily for two weeks, and weekly changes were recorded. Mortality (if any) and abnormalities in the mice were also recorded. After the mice were sacrificed, organ weights and organ coefficients were measured, and the heart, liver, spleen, lung, and kidney tissues were prepared for H&E staining.

### **Cell viability assay**

Cell viability was assessed using the Cell Counting Kit-8 (CCK-8, CK04, Dojindo, Japan). MDA-MB-231 and 4T1 cells were seeded in 96-well plates at a density of  $5 \times 10^3$  cells per well and incubated overnight to allow attachment. Cells were then treated with PS-T at concentrations of 0, 5, and 10  $\mu$ g/mL for 24 h. Following treatment, 10  $\mu$ L of CCK-8 solution was added to each well and incubated for 2 h at 37 °C. The absorbance was measured at 450 nm using a microplate reader (Thermo Scientific). Cell viability was calculated as the percentage relative to untreated control cells. Each experiment was performed in triplicate and repeated at least three times.

### **Sequencing**

We plated MDA-MB-231, HCC1806 and HCC1937 cells in 6-well plates and treated them with or without 50  $\mu$ g/mL PS-T for 24 h. 

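CYP1A1, CYP1B1 and AKR1C1 were among the genes with the largest rises with PS-T in each of the 3 cell lines. CYP1A1, a cytochrome P450 enzyme that the aryl hydrocarbon receptor induces, had a log2 fold change of 2.93 in MDA-MB-231, 2.64 in HCC1806 and 2.19 in HCC1937 (standard errors 0.06, 0.06 and 0.13). CYP1B1, of the same family, had 2.62 in MDA-MB-231, 2.99 in HCC1806 and 1.84 in HCC1937 (standard errors 0.03, 0.04 and 0.05), and the region of CYP1B1 overlaps other annotated genes. AKR1C1, an aldo-keto reductase with near-identical paralogs that may share its reads, had 2.70 in MDA-MB-231, 3.53 in HCC1806 and 2.28 in HCC1937 (standard errors 0.18, 0.10 and 0.05), and 2.05 in MDA-MB-231 with limma on log2 TPM and a pseudocount of 1. The highest adjusted p of these 3 genes over the cell lines was 1.67e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among lower genes, FST, which encodes the activin-binding protein follistatin, had -0.94 in MDA-MB-231, -1.72 in HCC1806 and -0.96 in HCC1937 (standard errors 0.06, 0.05 and 0.10). EDN1, which encodes endothelin 1, had -0.87 in MDA-MB-231, -1.46 in HCC1806 and -0.98 in HCC1937, and CCN2, a matricellular growth factor gene, had -0.57 in MDA-MB-231, -1.55 in HCC1806 and -0.98 in HCC1937. The highest adjusted p of FST, EDN1 and CCN2 was 1.64e-04 from edgeR's test, and every PS-T library lay on the same side of every control library for the genes named so far. The size of the change in these genes differed between the cell lines (interaction adjusted p at most 0.00257 from edgeR). CPA4, CXCL1 and DKK1 differed in direction as well, and were higher in MDA-MB-231 and lower in HCC1806 and HCC1937. CPA4, which encodes a carboxypeptidase, had 0.67 in MDA-MB-231, -1.22 in HCC1806 and -0.68 in HCC1937 (adjusted p = 1.18e-15 for the difference between cell lines from edgeR's interaction test). CXCL1, a neutrophil chemokine gene, had 1.14 in MDA-MB-231, -0.69 in HCC1806 and -0.32 in HCC1937 (interaction adjusted p = 7.29e-15 from edgeR), and DKK1, an inhibitor of Wnt signalling, had 0.29 in MDA-MB-231, -0.89 in HCC1806 and -1.10 in HCC1937 (interaction adjusted p = 6.57e-15 from edgeR). ANKRD1, a nuclear cofactor gene that was lower in all 3 cell lines, had -4.08 in HCC1806 and -2.27 in HCC1937, and -0.13 in MDA-MB-231, where its adjusted p was 9.82e-04 from edgeR (interaction adjusted p = 7.24e-16). With limma on log2 TPM and a pseudocount of 1, ANKRD1 had -3.11 in HCC1806. In HCC1937, ANKRD1 could be tested in only 11 alternatives, against 14 in HCC1806, and ran from -2.39 to -2.13. Of 15428 genes tested in MDA-MB-231, 3910 were higher and 3958 lower with PS-T at an adjusted p under 0.05 from edgeR. This balance depended on scaling, with 4839 higher and 2904 lower with total counts. The counts were 2845 higher and 2635 lower of 16407 in HCC1806, and 819 higher and 879 lower of 17004 in HCC1937 (722 higher and 1040 lower with upper-quartile scaling). With an absolute log2 fold change of at least 1 as well, 601, 542 and 94 genes passed in MDA-MB-231, HCC1806 and HCC1937. The authors' deposited comparisons call 543, 425 and 54 genes at the same thresholds, of which 503, 421 and 51 were also called here with the same direction. In all 3 cell lines, 239 genes were higher and 214 lower, against 32.5 and 36.0 if the calls were independent. With limma on TPM, the calls of CPA4 and CXCL1 in HCC1937 and of ANKRD1 in MDA-MB-231 were lost, and their adjusted p ran from 4.43e-09 to 0.0890, 3.82e-10 to 0.0716 and 5.44e-06 to 0.0810 over the alternatives. The number of genes changed in HCC1937 depended on single libraries. It was 1100 without control b, 2688 without control c, and 751, 723 and 693 without PS-T d, e and f. HCC1937 control c stood apart from the other controls, with a chi-square per degree of freedom of 10.2 against control a and 8.23 against control b, and 2.51 between a and b.

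**Figure D1:**
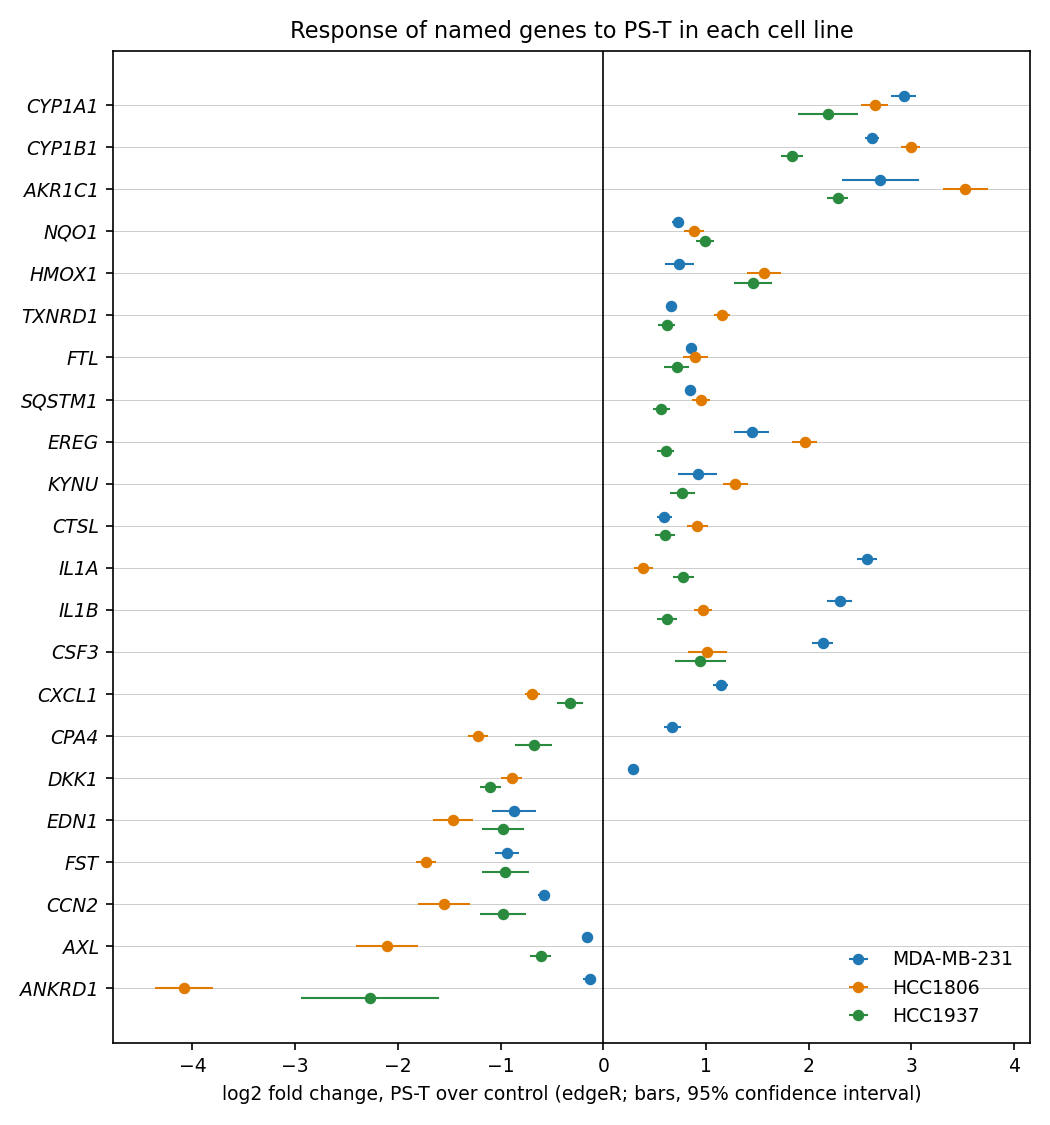
Log2 fold changes (PS-T over control, horizontal axis) of 22 genes in the 3 cell lines, with 95% confidence intervals as bars and filled points for an adjusted p under 0.05 from edgeR. AKR1C1 lies at 2.70, 3.53 and 2.28 in MDA-MB-231, HCC1806 and HCC1937, and CPA4 lies above 0 in MDA-MB-231 only.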

After digestion, the cells were stored in TRIzol reagent ( $5 \times 10^6$  cells per ml of TRIzol), transferred to DNase-free cryopreservation tubes, and stored at -80 °C. Sequencing was performed by MajorBio (Shanghai, China).

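Targets of NRF2, the transcription factor of the antioxidant response, rose with PS-T in all 3 cell lines. Of 25 tested, 22 were higher in MDA-MB-231 and 25 in HCC1806, the same numbers as adjusted over the list alone, and 21 in HCC1937 (24 adjusted over the list alone). HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, had a log2 fold change of 0.74 in MDA-MB-231, 1.56 in HCC1806 and 1.46 in HCC1937 (standard errors 0.07, 0.08 and 0.08). NQO1, a quinone reductase gene that overlaps a gene on the opposite strand, had 0.73 in MDA-MB-231, 0.88 in HCC1806 and 0.99 in HCC1937 (standard errors 0.03, 0.05 and 0.04). The adjusted p of HMOX1 and NQO1 was at most 1.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Camera gave the NRF2 targets adjusted p-values of 1.82e-08 in MDA-MB-231 (adjusted p = 0.0376 with an estimated correlation), 8.17e-18 in HCC1806 (adjusted p = 0.196 with an estimated correlation) and 8.60e-26 in HCC1937 (adjusted p = 0.187 with an estimated correlation). Genes of the autophagy machinery were 16 higher and 8 lower of 44 tested in MDA-MB-231 (17 and 8 adjusted over the list alone, camera adjusted p = 0.0521). Under other scalings of the libraries, 16 to 24 were higher and 4 to 8 lower. In HCC1806, 21 of 43 autophagy genes were higher (23 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.66e-07, adjusted p = 0.144 with an estimated correlation). In HCC1937, 2 were higher and 1 lower (likewise adjusted over the list alone, camera adjusted p = 0.0671). ULK1, which encodes the kinase that starts autophagy, had a log2 fold change of 0.40 in MDA-MB-231 and 1.08 in HCC1806, and 0.08 in HCC1937 (adjusted p = 0.457) from edgeR (interaction adjusted p = 8.97e-10). WIPI1, which acts in autophagosome formation, had 0.92 in MDA-MB-231, 0.61 in HCC1806 and 0.24 in HCC1937 (adjusted p = 0.131) from edgeR (interaction adjusted p = 4.29e-04). MAP1LC3B, which encodes LC3B, rose by 0.54 in HCC1806, with -0.02 in MDA-MB-231 (adjusted p = 0.753) and -0.07 in HCC1937 (adjusted p = 0.533) from edgeR (interaction adjusted p = 1.49e-05), and its sign turned in MDA-MB-231 with upper-quartile and total-count scaling, with limma on TPM and without PS-T f (0.018), and in HCC1937 without control c (0.0092). MAP1LC3A, which encodes LC3A, rose by 0.48 in MDA-MB-231 (adjusted p = 4.92e-04 from edgeR), a call lost in the fit of all 18 libraries (adjusted p = 0.0704, 1.70e-04 to 0.0704 over the alternatives), and its counts were too low for a test in HCC1806 and HCC1937. ATG5, which acts in LC3 lipidation, fell by 0.17 on the log2 scale in MDA-MB-231 (adjusted p = 0.0129 from edgeR). That call was lost with total counts, with limma on TPM, in the fit of all 18 libraries, and without control b or PS-T e (0.0684 and 0.0592 without these), and the adjusted p ran from 0.00976 to 0.207 over the alternatives. Lysosomal genes were 19 higher and 3 lower of 40 in MDA-MB-231 (likewise adjusted over the list alone, 1 to 3 lower over the scalings, camera adjusted p = 0.0127, adjusted p = 0.110 with an estimated correlation) and 25 higher and 5 lower of 40 in HCC1806 (26 and 5 adjusted over the list alone, camera adjusted p = 8.58e-05, adjusted p = 0.196 with an estimated correlation). In HCC1937 they were 5 higher and 4 lower (6 and 5 adjusted over the list alone, camera adjusted p = 0.264), and the sign of their median turned with upper-quartile scaling. CTSL, the gene of the lysosomal protease cathepsin L, had 0.60 in MDA-MB-231, 0.92 in HCC1806 and 0.60 in HCC1937 (adjusted p at most 9.23e-06 from edgeR), whereas CTSB, the gene of cathepsin B, had 0.13 in MDA-MB-231, -0.40 in HCC1806 and -0.33 in HCC1937 (interaction adjusted p = 3.26e-09 from edgeR). Genes of cholesterol synthesis were 15 higher and 2 lower of 25 in MDA-MB-231 (likewise adjusted over the list alone, camera adjusted p = 8.30e-04, adjusted p = 0.0754 with an estimated correlation). The estimated correlation was -0.028 here, below the preset 0.01, so the higher p does not come from a higher correlation. In HCC1806, 24 of 25 were higher, the same number as adjusted over the list alone (camera adjusted p = 1.45e-13, adjusted p = 0.144 with an estimated correlation), and 2 in HCC1937 (4 adjusted over the list alone, camera adjusted p = 0.0275, adjusted p = 0.238 with an estimated correlation). INSIG1, a sterol-responsive regulator, rose by 1.03 in MDA-MB-231 and 1.15 in HCC1806, with 0.08 in HCC1937 (adjusted p = 0.528) from edgeR (interaction adjusted p = 1.98e-09). Without HCC1937 control c, an alternative chosen after seeing the data, HCC1937 had 24 NRF2 targets higher, lysosomal genes 9 higher and 4 lower, and 7 cholesterol synthesis genes higher. The camera call of cholesterol synthesis in HCC1937 was lost without control a (adjusted p = 0.105) and without PS-T f (adjusted p = 0.0651), and over the alternatives its adjusted p ran from 0.0120 to 0.238.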

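Inflammatory genes rose with PS-T in MDA-MB-231, where 26 of 35 inflammatory and chemokine genes were higher and 2 lower, the same numbers as adjusted over the list alone. IL1A and IL1B, which encode the inflammatory cytokines interleukin 1 alpha and beta, had log2 fold changes of 2.57 (SE 0.05) and 2.30 (SE 0.06) in MDA-MB-231. IL1A had 0.39 in HCC1806 and 0.78 in HCC1937, and IL1B had 0.97 and 0.62 (interaction adjusted p = 7.24e-16 for IL1A and 4.12e-13 for IL1B from edgeR). CSF3, which encodes the granulocyte colony-stimulating factor, had 2.14 in MDA-MB-231, 1.01 in HCC1806 and 0.94 in HCC1937 (adjusted p at most 3.35e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the inflammatory genes in MDA-MB-231, camera gave an adjusted p of 3.62e-08 (adjusted p = 0.0485 with an estimated correlation). In HCC1806 they were 21 higher and 11 lower of 44 (23 and 12 adjusted over the list alone, camera adjusted p = 0.0247, adjusted p = 0.196 with an estimated correlation), and in HCC1937 9 higher and 11 lower of 44 (11 and 11 adjusted over the list alone, camera adjusted p = 0.839). Some lists share members, so their results are not independent. The inflammatory and the TNF and NF-kB lists share IL1A, IL1B, IL6, LIF, CSF2, PTGS2, CXCL1, CXCL2, CXCL3, CXCL8, CCL2, CCL5 and CCL20. The interferon gamma and MHC class I lists share TAP1, PSMB8, PSMB9, PSMB10 and NLRC5. Genes of the TNF and NF-kB response were 30 higher and 4 lower of 37 in MDA-MB-231 (31 and 4 adjusted over the list alone, camera adjusted p = 1.07e-10, adjusted p = 0.0517 with an estimated correlation). They were 18 higher and 6 lower of 39 in HCC1806 (18 and 7 adjusted over the list alone, camera adjusted p = 0.00362, adjusted p = 0.437 with an estimated correlation) and 7 higher and 9 lower in HCC1937 (10 and 10 adjusted over the list alone, camera adjusted p = 0.993). Interferon gamma response genes were 20 higher and 1 lower of 29 in MDA-MB-231 (22 and 1 adjusted over the list alone, camera adjusted p = 1.85e-05, adjusted p = 0.0485 with an estimated correlation) and 7 higher and 5 lower of 31 in HCC1806 (likewise adjusted over the list alone, camera adjusted p = 0.912). In HCC1937, 4 of 29 were lower (9 adjusted over the list alone, 4 to 7 over the scalings, camera adjusted p = 0.0548). Genes of MHC class I antigen presentation were 14 higher and 1 lower of 19 in MDA-MB-231 (likewise adjusted over the list alone, camera adjusted p = 8.30e-04, adjusted p = 0.110 with an estimated correlation) and 5 higher and 6 lower of 20 in HCC1806 (5 and 7 adjusted over the list alone, camera adjusted p = 0.611). Their median log2 fold change in HCC1937 was -0.02 (camera adjusted p = 0.839). TAP1, which carries peptides to MHC class I molecules, had 0.34 (SE 0.03) in MDA-MB-231. Of the complement genes, 14 of 18 were higher in MDA-MB-231 (14 adjusted over the list alone, camera adjusted p = 2.39e-06, adjusted p = 0.0788 with an estimated correlation). They were 8 higher and 3 lower of 17 in HCC1806 (9 and 3 adjusted over the list alone, camera adjusted p = 0.0676) and 3 higher and 1 lower in HCC1937 (3 and 2 adjusted over the list alone, camera adjusted p = 0.734). CFB, which encodes complement factor B, had 1.47 (SE 0.07) in MDA-MB-231 and 0.43 (SE 0.05) in HCC1937, and 0.32 in HCC1806 (adjusted p = 0.111) from edgeR (interaction adjusted p = 1.30e-07). In HCC1806, CFB had -0.10 with limma on log2 TPM and 0.46 without control a (adjusted p = 0.0282), and the adjusted p ran from 0.0282 to 0.721 over the alternatives. All 40 tested genes of the G2 and M phases of the cell cycle were lower in MDA-MB-231, the same number as adjusted over the list alone (camera adjusted p = 4.09e-21, adjusted p = 0.0375 with an estimated correlation). They were 1 higher and 21 lower in HCC1806 (1 and 23 adjusted over the list alone, camera adjusted p = 2.15e-05, adjusted p = 0.215 with an estimated correlation), and 9 were lower in HCC1937 (17 adjusted over the list alone, camera adjusted p = 8.84e-05, adjusted p = 0.238 with an estimated correlation). CCNB1, which encodes cyclin B1, had -0.90 in MDA-MB-231, -0.20 in HCC1806 and -0.22 in HCC1937 (standard errors 0.03, 0.04 and 0.05, interaction adjusted p = 5.99e-10 from edgeR). The call of CCNB1 in HCC1937 was lost with limma on TPM and without PS-T d, e or f (adjusted p = 0.0521, 0.0944 and 0.0738 from edgeR), with a range of 1.90e-04 to 0.0946 over the alternatives. G1 and S phase genes were 13 higher and 14 lower of 41 in MDA-MB-231 (likewise adjusted over the list alone, 10 to 17 higher and 8 to 14 lower over the scalings, camera adjusted p = 0.817) and 1 higher and 27 lower in HCC1806 (likewise adjusted over the list alone, camera adjusted p = 1.27e-07, adjusted p = 0.144 with an estimated correlation). In HCC1937 they were 3 higher and 2 lower (3 and 4 adjusted over the list alone, camera adjusted p = 0.839), where the sign of their median turned with upper-quartile scaling. Without HCC1937 control c, HCC1937 had 18 G2 and M phase genes lower, 10 interferon gamma response genes lower, and inflammatory genes 14 higher and 10 lower. G1 and S phase genes were then 4 higher and 6 lower.

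**Figure D2:**
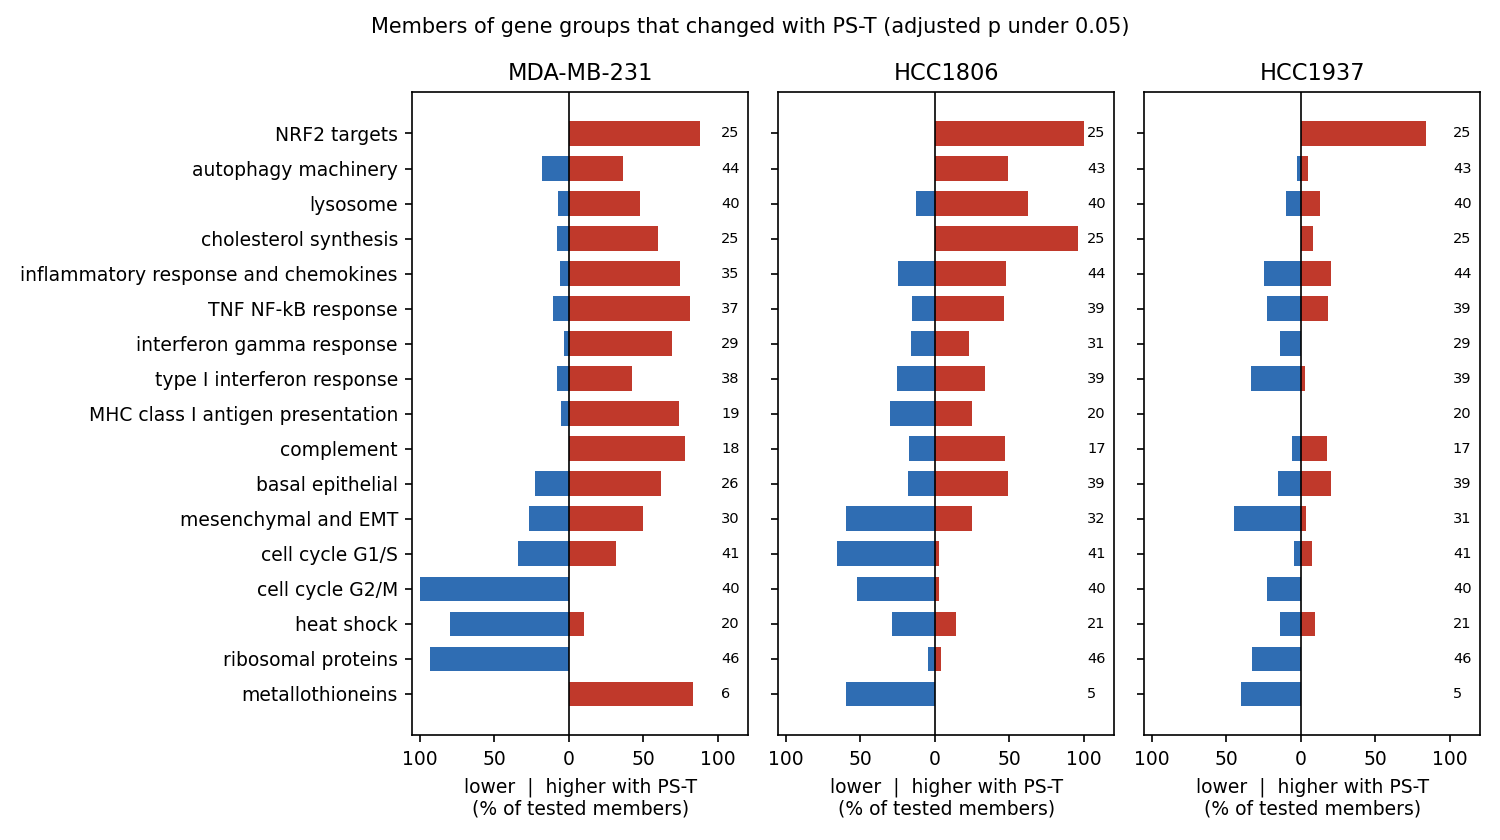
Share of tested genes in each of 17 lists (vertical axis) that were higher (red) or lower (blue) with PS-T at an adjusted p under 0.05 from edgeR, in percent on the horizontal axis, with the number tested at the right of each bar. All 40 G2 and M phase genes are lower in MDA-MB-231, and 22, 25 and 21 NRF2 targets are higher in MDA-MB-231, HCC1806 and HCC1937.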

## Supplementary Figures

A

Body weight gain, food and water consumption, and organ coefficient results of mice treated with PS-T

| Parameters           | Acute toxicity |                            |
|----------------------|----------------|----------------------------|
|                      | Control        | 30 mg                      |
| Initial weight (g)   | 15.867±0.507   | 15.820±0.286 <sup>ns</sup> |
| One week (g)         | 17.067±0.621   | 16.950±0.439 <sup>ns</sup> |
| Two weeks (g)        | 18.103±0.681   | 18.070±0.479 <sup>ns</sup> |
| Body weight gain (g) | 2.237±0.616    | 2.250±0.193 <sup>ns</sup>  |
| Food intake (g/day)  | 3.213±0.291    | 3.153±0.153 <sup>ns</sup>  |
| Heart coefficient    | 0.028±0.003    | 0.027±0.004 <sup>ns</sup>  |
| Liver coefficient    | 0.262±0.006    | 0.255±0.006 <sup>ns</sup>  |
| Spleen coefficient   | 0.018±0.001    | 0.018±0.001 <sup>ns</sup>  |
| Lung coefficient     | 0.034±0.001    | 0.036±0.002 <sup>ns</sup>  |
| Kidney coefficient   | 0.042±0.001    | 0.045±0.004 <sup>ns</sup>  |

Results are expressed as mean±SD (n=6)

<sup>ns</sup> Not significant

B

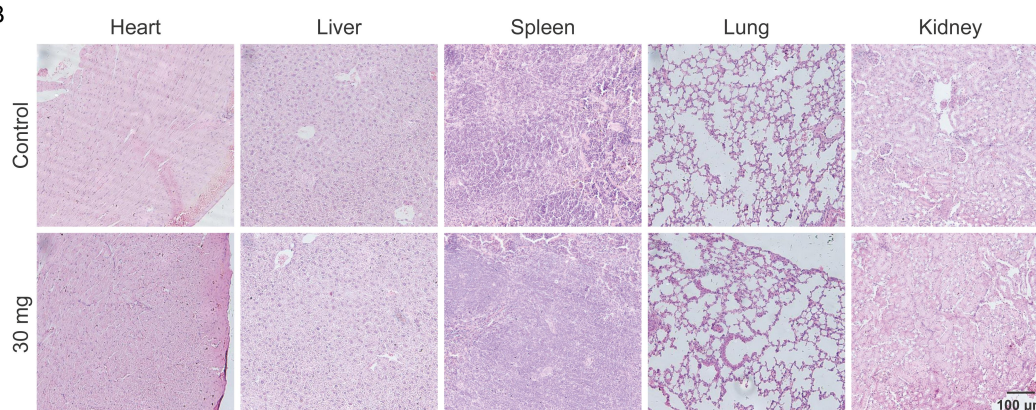

**Fig. S1. Acute toxicity test of PS-T in mice**

**(A)** Body weight gain, food and water consumption, and organ coefficient results of mice treated with 3 mg PS-T (control) and 30 mg PS-T (n=6). **(B)** Representative images of HE staining of heart, liver, spleen, lung, and kidney tissues from the control (*up*) and 30 mg PS-T group (*bottom*) (n=6). Scale bars = 100 μm. The data were combined based on two independent experiments. (mean ± standard deviation; ns, not significant).

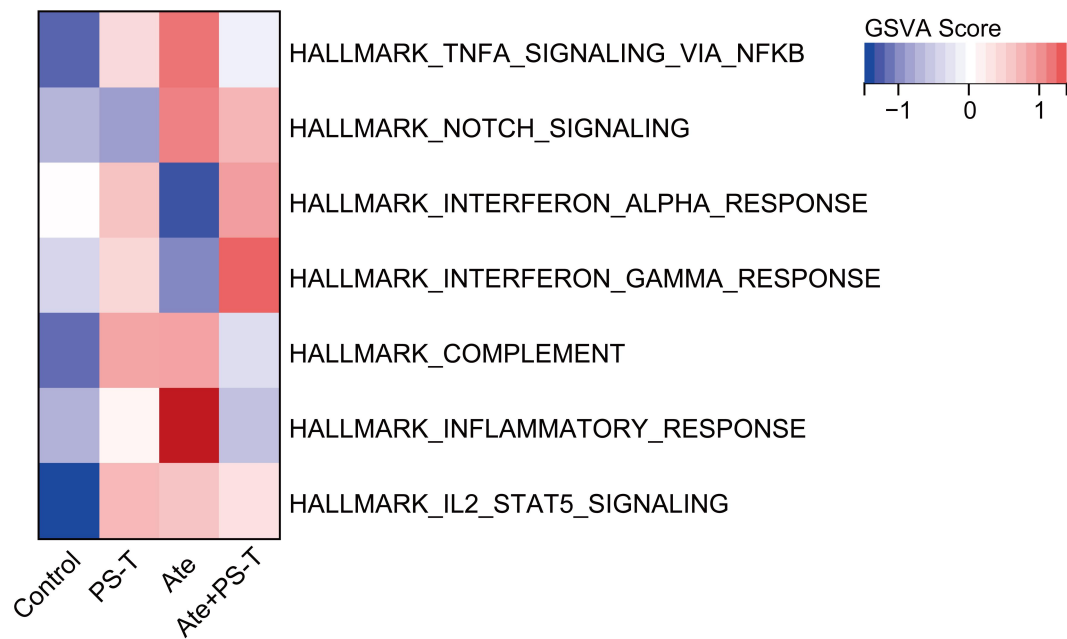

**Fig. S2. GSVA analysis of cancer cells**

GSVA analysis of cancer cells with TNF- $\alpha$ /NF- $\kappa$ B, Notch, and IL-2/STAT5 signaling, IFN- $\alpha$ , IFN- $\beta$ , and inflammatory response, and complement.

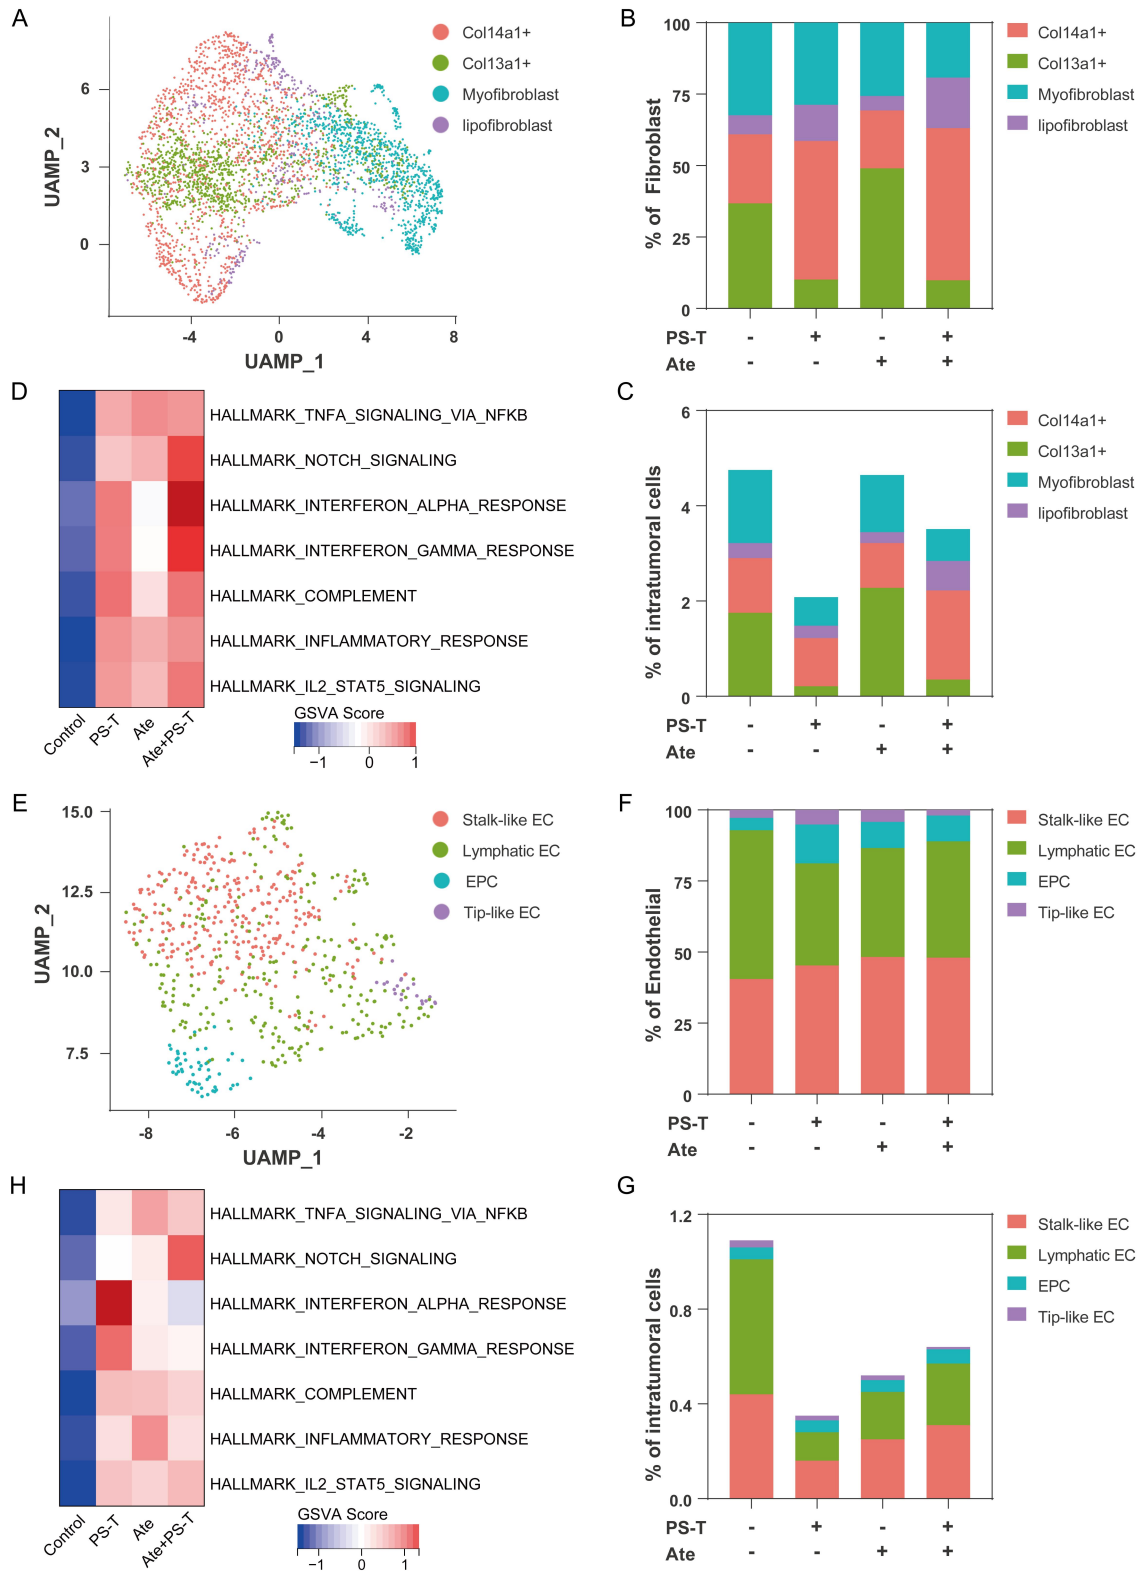

**Fig. S3. Subclustering and GSVA analysis of fibroblasts and endothelial**

**(A)** UMAP visualization of fibroblast subsets (Col14a1+, Col13a1+, Myofibroblast, and lipofibroblast).

40 **(B-C)** The proportions of subsets in fibroblasts (B) and intratumoral cells (C). **(D)** GSVA analysis of  
41 fibroblasts with immune-related pathways. **(E)** UMAP visualization of endothelial cell subsets (Stalk-  
42 like EC, Lymphatic EC, EPC, and Tip-like EC). **(F-G)** The proportions of endothelial cell subsets in  
43 endothelial (F) and intratumoral cells (G). **(H)** GSVA analysis of endothelial cells with immune-related  
44 pathways.  
45

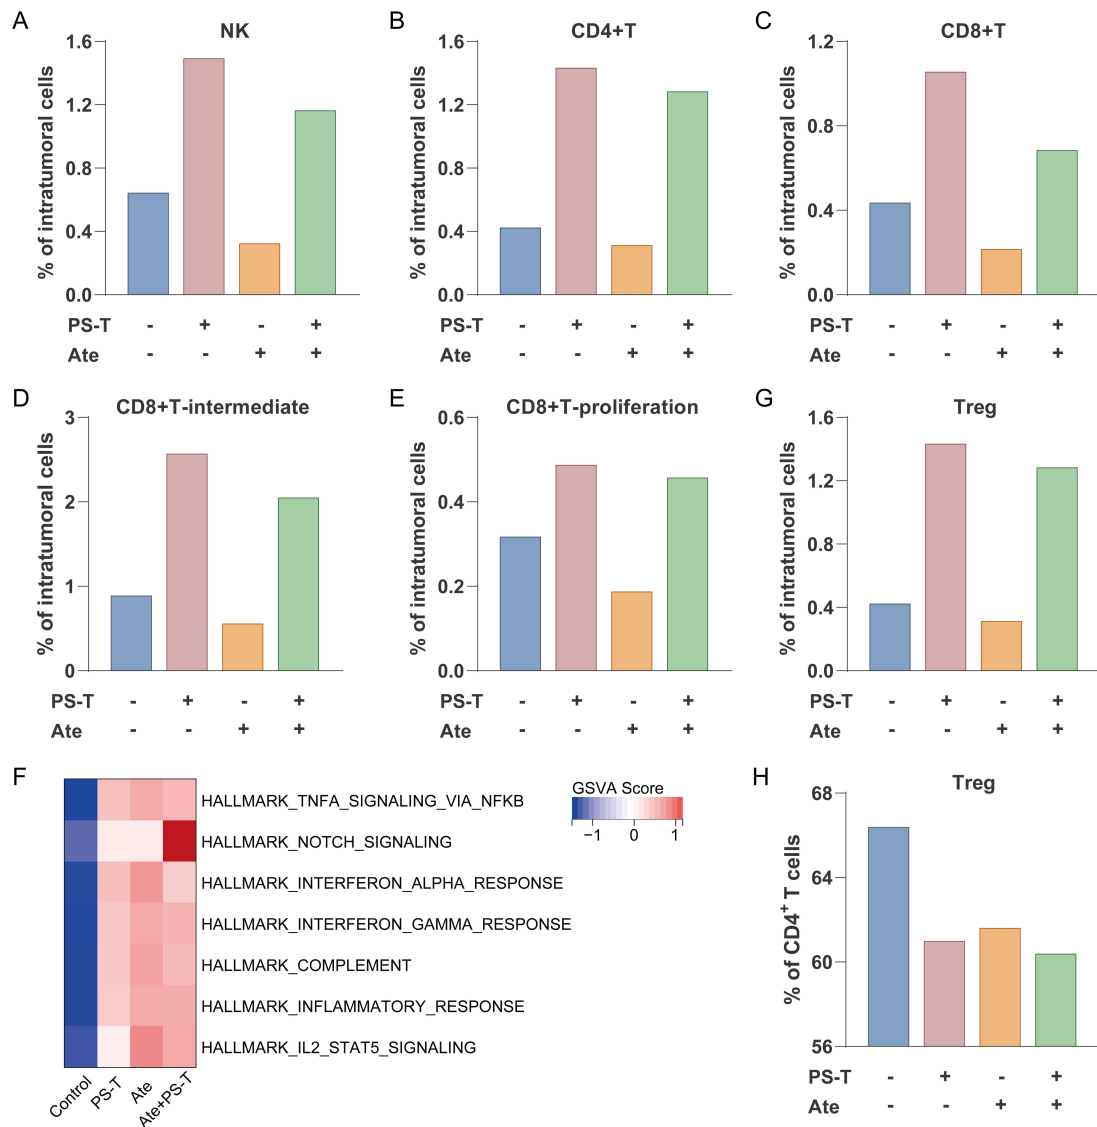

**Fig. S4. Subclustering analysis of T cells**

(A-E) The proportion of NK (A), CD4<sup>+</sup> T (B), CD8<sup>+</sup> T cells (C), CD8<sup>+</sup> T-intermediate (D), and CD8<sup>+</sup> T-proliferation cells (E) in intratumoral cells. (F) GSEA analysis of T cells with immune-related pathways. (G-H) The percentage of Tregs in intratumoral cells (G) and tumor-infiltrating CD4<sup>+</sup> T cells (H).

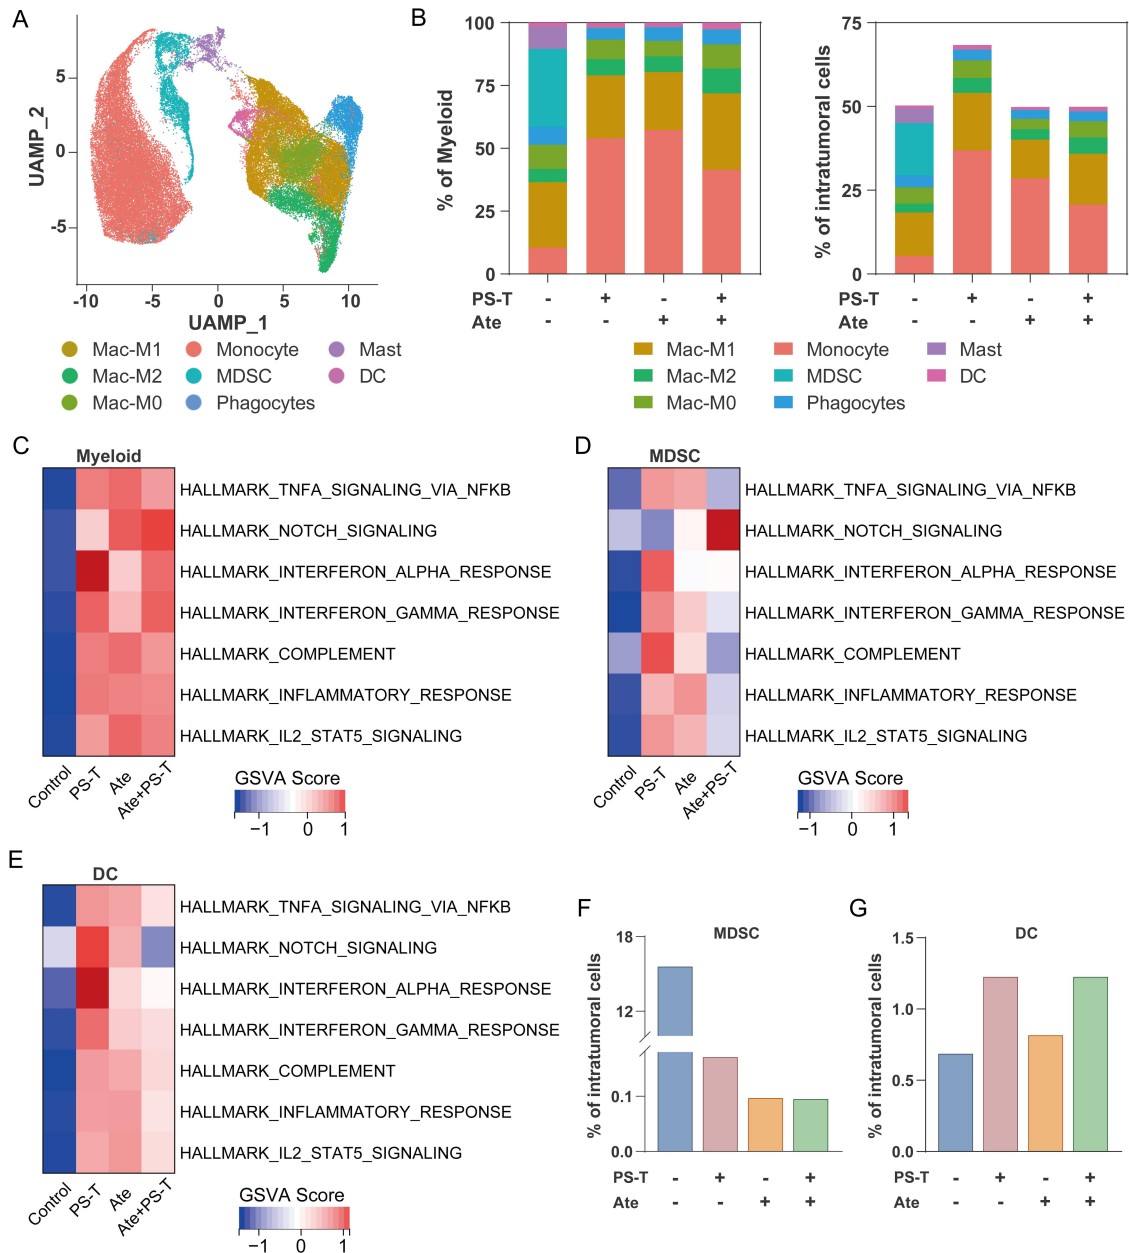

**Fig. S5. Subclustering analysis of myeloid cells**

**(A)** UMAP visualization of myeloid cell subsets (Mac-M1, Mac-M2, Mac-M0, Monocyte, MDSC, Phagocytes, Mast, and DC). **(B)** The proportions of myeloid cell subsets in myeloid (*left*) and intratumoral cells (*right*). **(C-E)** GSVA analysis of myeloid cells (C), MDSC (D), and DCs (E) with immune-related pathways. **(F-G)** The proportion of MDSC (F) and DCs (G) in intratumoral cells.

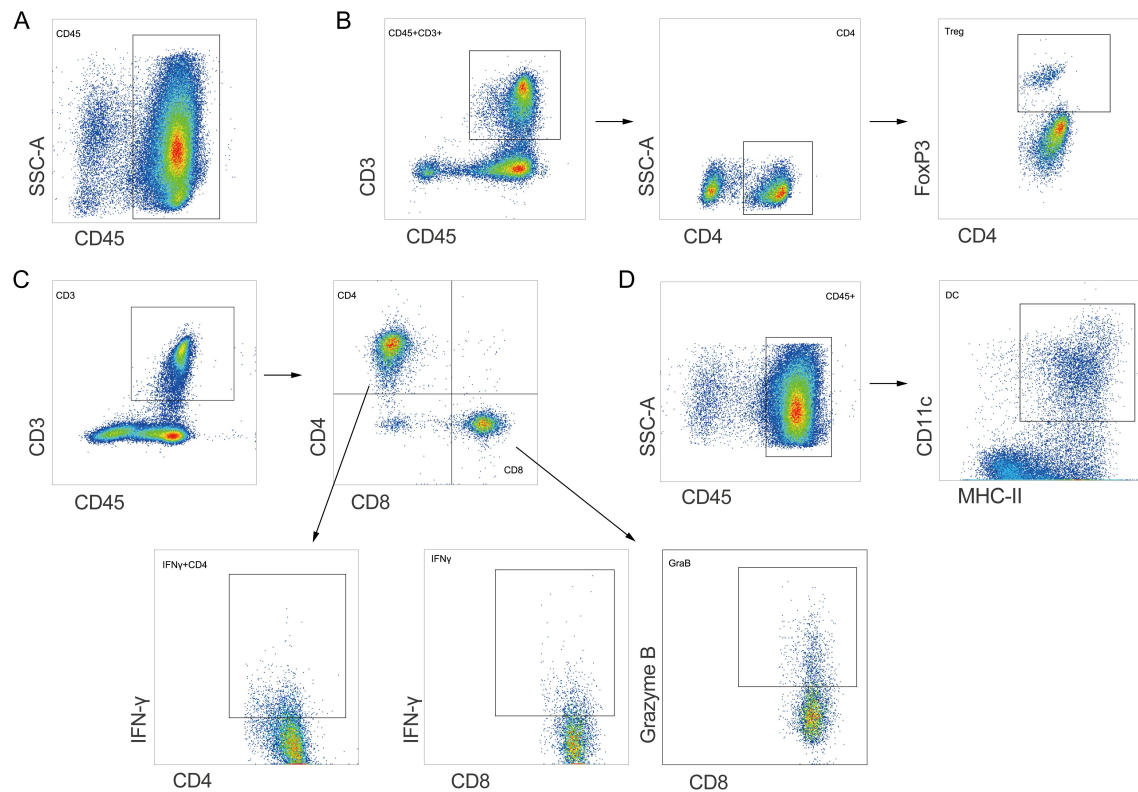

**Fig. S6. Gating strategies of flow cytometry analysis**

(A-D) Gating strategies of CD45<sup>+</sup> (A), regulatory T cells (Tregs) (B), CD3<sup>+</sup>, CD4<sup>+</sup>, and CD8<sup>+</sup> T cells, cytotoxic T cell subsets (granzyme B<sup>+</sup> CD8<sup>+</sup> T, IFN-γ<sup>+</sup> CD8<sup>+</sup> T, and IFN-γ<sup>+</sup> CD4<sup>+</sup> T) (C), and dendritic cells (DCs) (D).

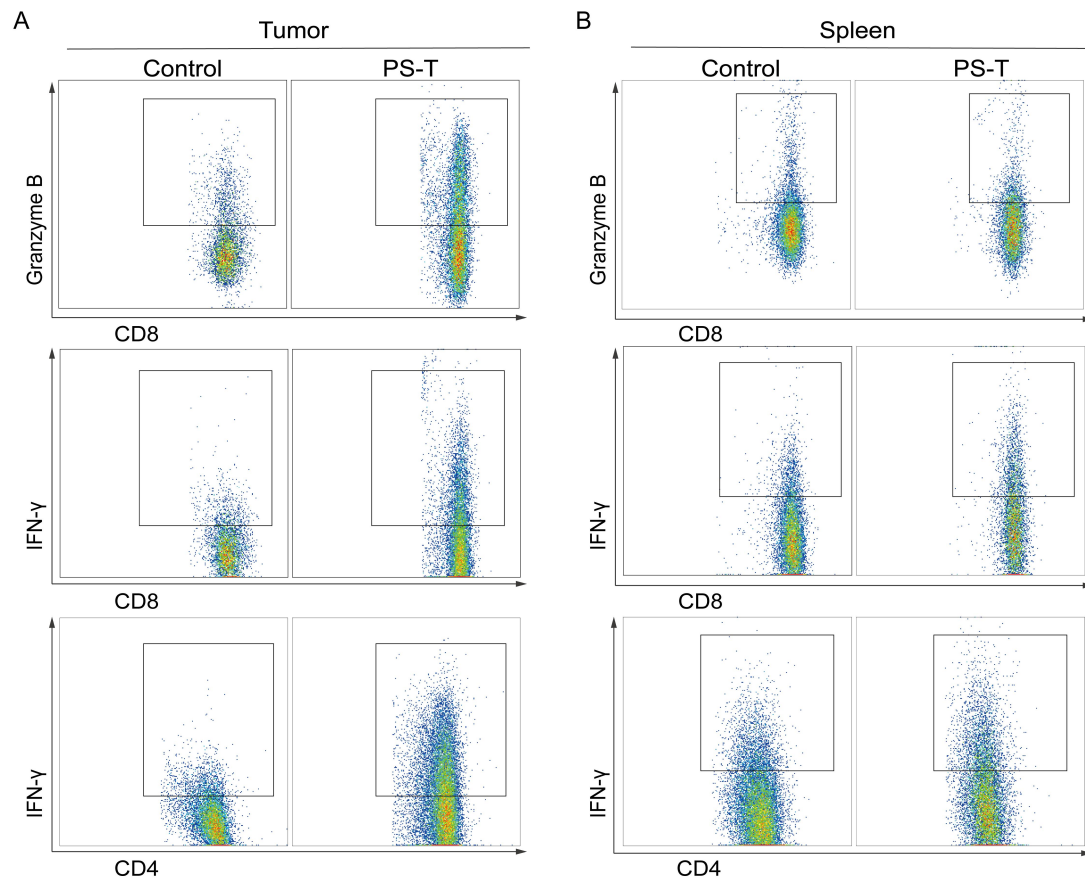

**Fig. S7. PS-T enhances T cell function in TNBC**

**(A-B)** Representative plots of IFN- $\gamma$  and granzyme B in tumor-infiltrating CD4<sup>+</sup> T and CD8<sup>+</sup> T cells in the breast tumor (A) and spleen (B) (n=10).

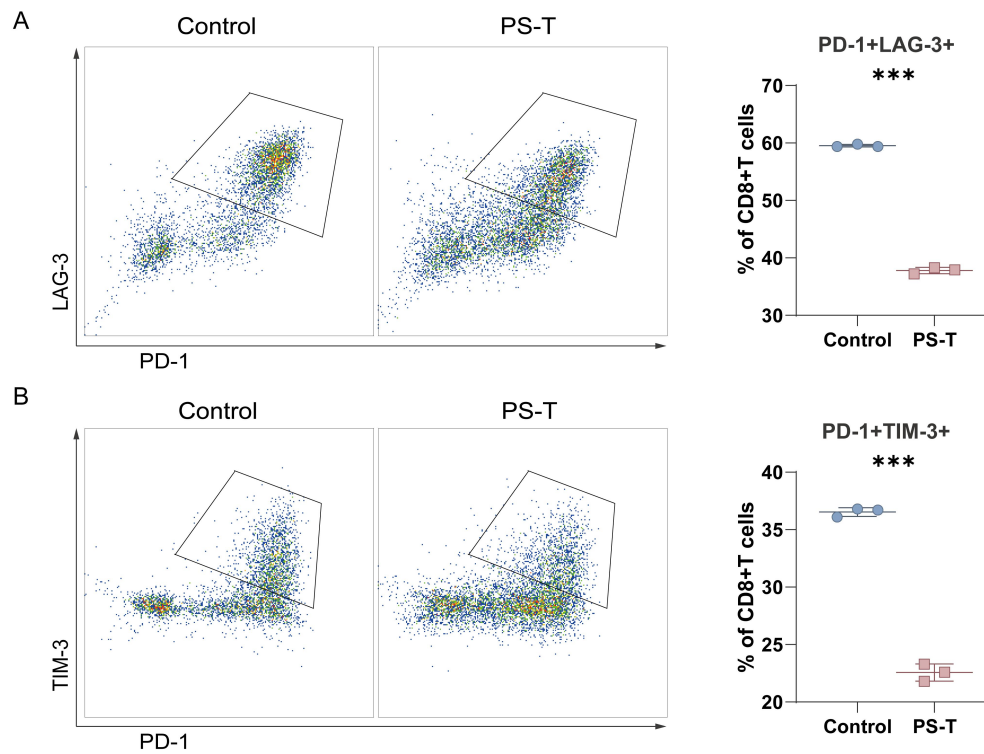

**Fig. S8. PS-T alleviates T cell exhaustion in tumor-infiltrating CD8+ T cells**

**(A-B)** Representative flow cytometry plots showing PD-1<sup>+</sup> LAG-3<sup>+</sup> (A) and PD-1<sup>+</sup> TIM-3<sup>+</sup> CD8<sup>+</sup> T cells (B) from 4T1 tumor-bearing mice treated with PS-T (n = 3). (mean ± standard deviation; \*\*\*P < 0.001).

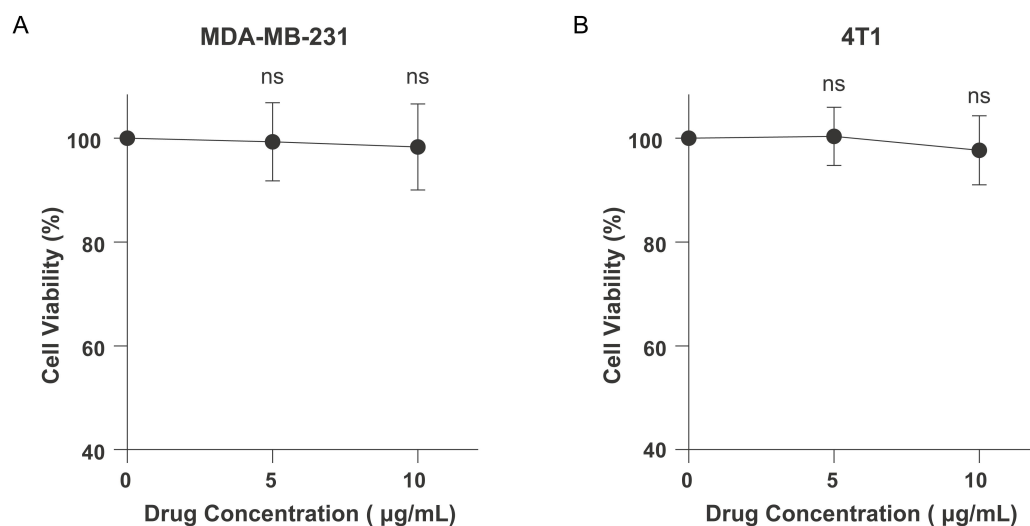

**Fig. S9. Effect of PS-T on cell viability in TNBC cell lines**

**(A-B)** MDA-MB-231 (A) and 4T1 (B) cells were treated with PS-T at indicated concentrations (0, 5, and 10 μg/mL) for 24 h, and cell viability was assessed by CCK-8 assay (n = 9). (mean ± standard deviation; ns, not significant).

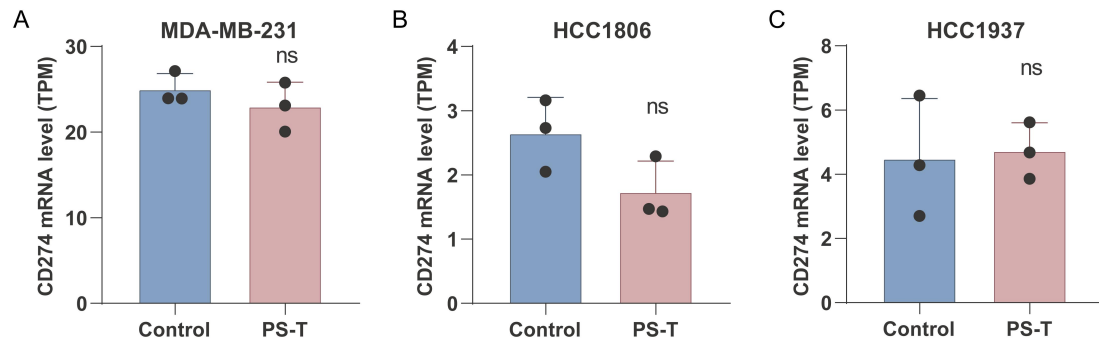

**Fig. S10. PS-T modulates PD-L1 but not at the transcriptional level**

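In the deposited TPM values, CD274, the gene of PD-L1, was 25.0 ± 1.84 TPM (SD, n = 3) in control MDA-MB-231 cells and 23.0 ± 2.86 with PS-T (exact two-sided permutation test, p = 0.4). The control libraries stood at 24.0, 23.9 and 27.1 TPM and the PS-T libraries at 23.1, 25.8 and 20.1. In HCC1806, CD274 was 2.65 ± 0.560 TPM in control cells and 1.73 ± 0.485 with PS-T (exact permutation test, p = 0.2). The libraries were 2.05, 3.16 and 2.73 TPM in control and 1.43, 2.29 and 1.47 with PS-T. In HCC1937 it was 4.48 ± 1.88 and 4.72 ± 0.881 (exact permutation test, p = 0.9), with 2.70, 6.45 and 4.28 TPM in the control libraries and 3.86, 5.62 and 4.68 with PS-T. The smallest p that 3 libraries against 3 allow is 0.1, so no difference within a cell line could pass 0.05 in this exact permutation test. The gene's TPM is the sum over its transcripts, of which CD274-202 and CD274-203 held most in control cells. CD274-201, a protein-coding transcript of 3343 nucleotides, had means of only 0.0733 TPM in control MDA-MB-231 and 0.0667 with PS-T. CD274-202, also protein-coding, with 3634 nucleotides, was 18.4 ± 0.791 TPM in control MDA-MB-231 and 20.4 ± 1.15 with PS-T (exact permutation test, p = 0.2). CD274-202 was 1.06 ± 0.342 and 1.06 ± 0.120 in HCC1806 (exact permutation test, p = 1.0), and 2.63 ± 0.191 and 2.87 ± 0.112 in HCC1937 (exact permutation test, p = 0.3). CD274-203, a processed transcript of 442 nucleotides without an annotated protein product, was 4.71 ± 1.24 TPM in control MDA-MB-231 and 1.47 ± 1.39 with PS-T (exact permutation test, p = 0.1). It was 1.36 ± 0.233 and 0.490 ± 0.566 in HCC1806 (exact permutation test, p = 0.2), and 1.54 ± 1.60 and 1.28 ± 0.625 in HCC1937 (exact permutation test, p = 0.8). In expected counts, CD274-203 had a mean of 14.3 in control MDA-MB-231 and 4.40 with PS-T, and 4.24 and 1.54 in HCC1806. It held 18.8% of the gene's TPM but 1.31% of its counts in control MDA-MB-231, and 51.3% and 6.12% in control HCC1806.

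**Figure D3:**
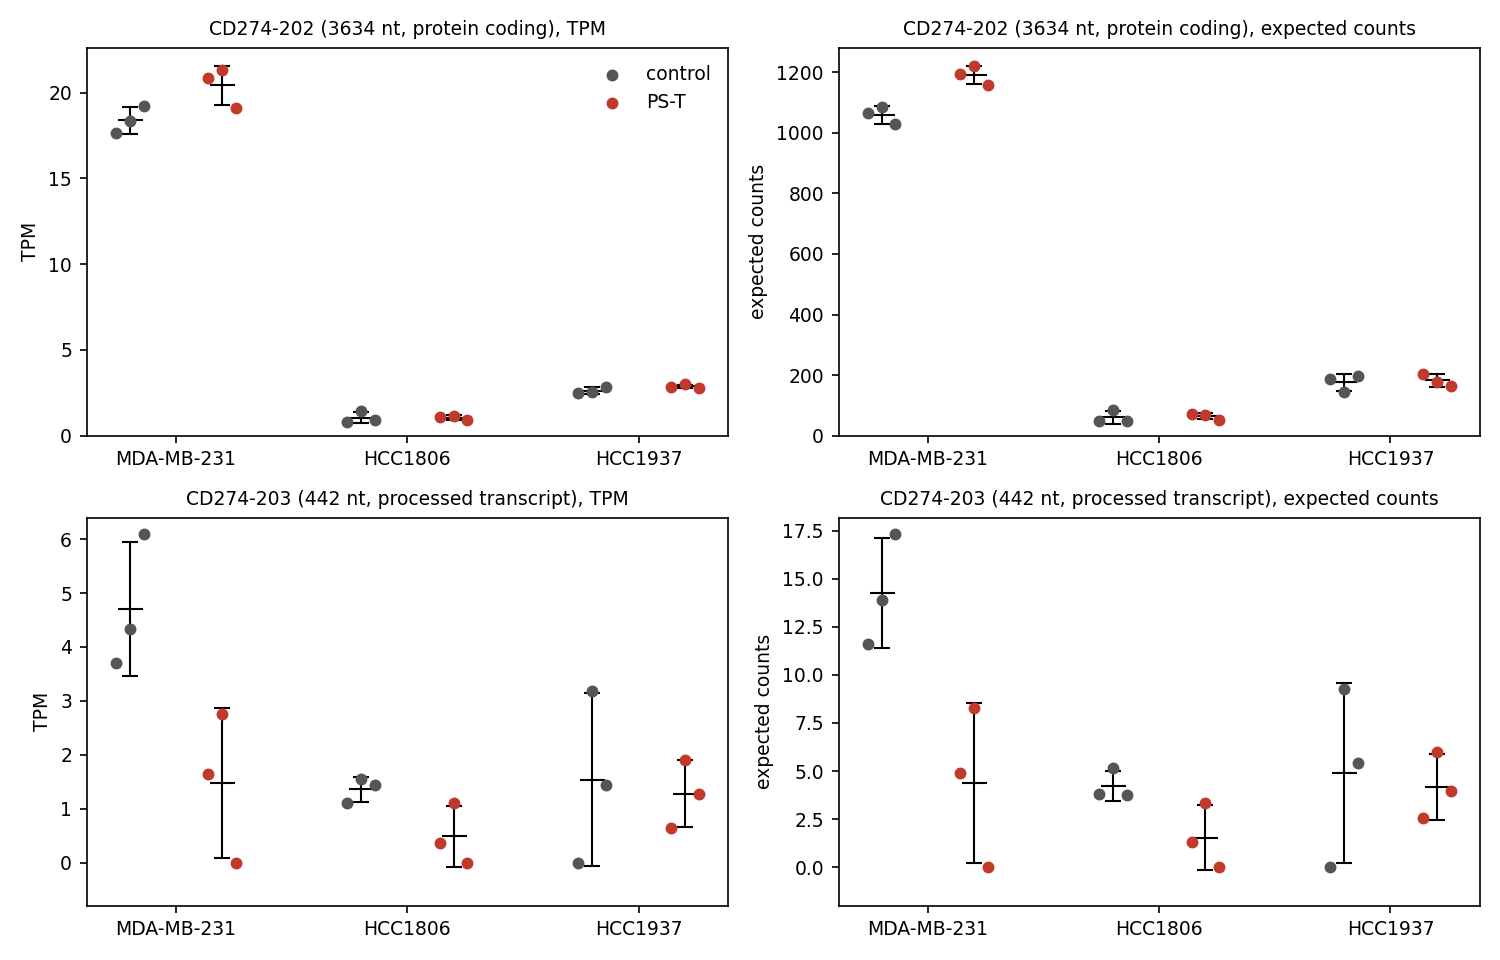
TPM and expected counts (vertical axes) of CD274-202 and CD274-203 in each library of the 3 cell lines, as points, with bars for the mean ± SD of 3 libraries. In MDA-MB-231, CD274-203 has means of 4.71 TPM in control and 1.47 TPM with PS-T, and CD274-202 lies at 18.4 and 20.4 TPM.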

**(A-C)** Transcriptome sequencing was performed to measure the TPM of *CD274* mRNA levels in the control and PS-T-treated MDA-MB-231 (A), HCC1806 (B), and HCC1937 cells (C). (mean ± standard deviation; ns, not significant).

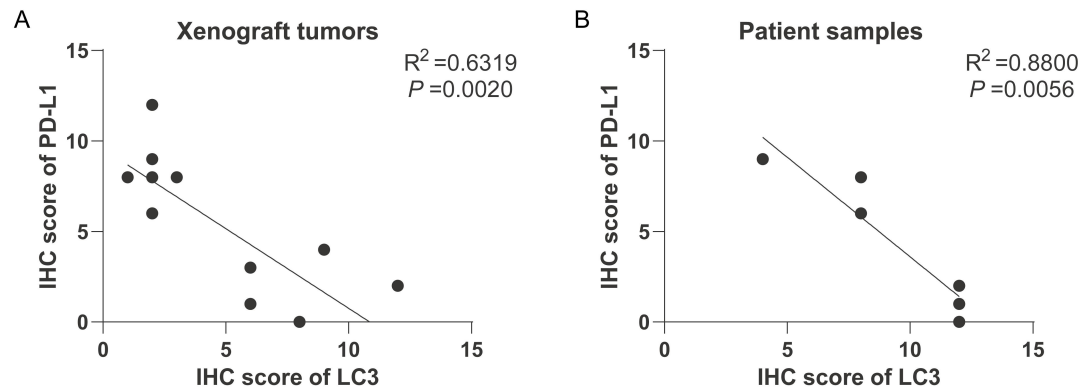

**Fig. S11. Correlation analysis between LC3 and PD-L1 expression**

**(A)** Correlation analysis of LC3 and PD-L1 expression in 4T1 tumor-bearing mice ( $R^2 = 0.6319$ ,  $P = 0.0020$ ). **(B)** Correlation analysis of the IHC score of LC3 and PD-L1 in TNBC patients ( $R^2 = 0.8800$ ,  $P = 0.0056$ ). The Pearson correlation test was used for the statistical analysis. The data were combined based on two independent experiments.

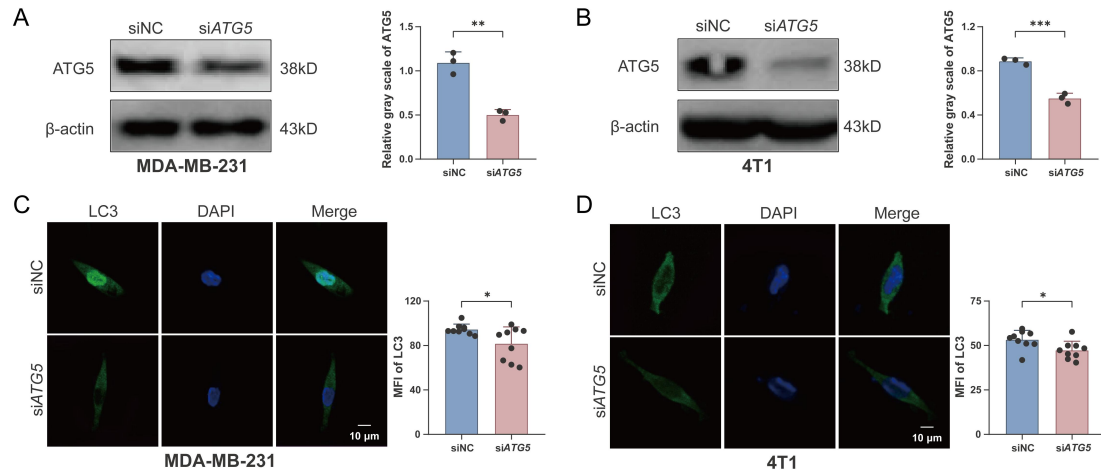

**Fig. S12. Verification of ATG5 knockdown effect in TNBC cell lines**

**(A-B)** The expression levels of ATG5 in MDA-MB-231 (A) and 4T1 cells (B) were analyzed using western blotting (n=3). **(C-D)** The expression levels of LC3 in MDA-MB-231 (C) and 4T1 cells (D) were evaluated by immunocytochemistry (n=9). The data were combined based on three independent experiments. (mean ± standard deviation; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ).

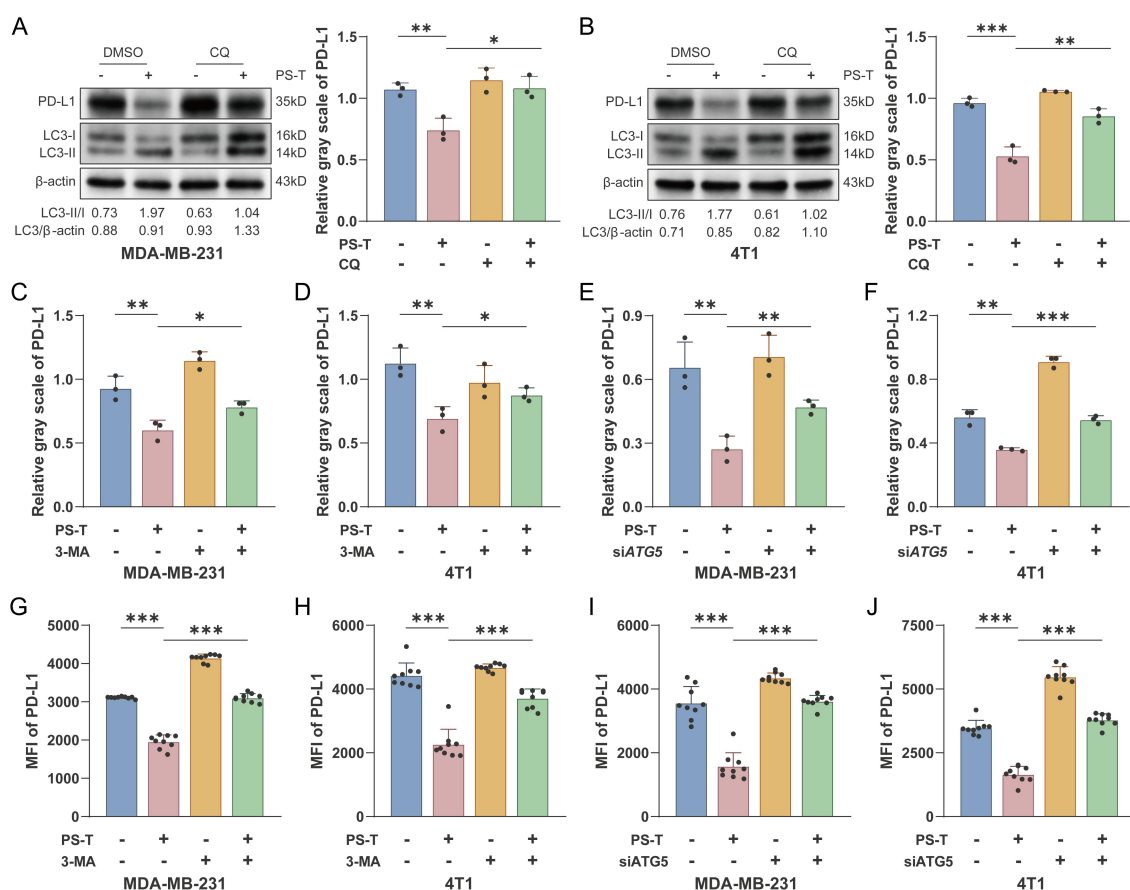

**Fig. S13. Autophagy inhibition reverses the PS-T-induced degradation of PD-L1**

(A-B) The relative gray density of PD-L1 in MDA-MB-231 (A) and 4T1 cells (B) that autophagy was inhibited by CQ (n=3). (C-F) The relative gray density of PD-L1 in MDA-MB-231 and 4T1 cells that autophagy was inhibited by 3-MA (C-D) and siATG5 (E-F) (n=3). (G-J) The mean fluorescence intensity (MFI) of PD-L1 protein in MDA-MB-231 and 4T1 cells that autophagy was inhibited by 3-MA (G-H) and siATG5 (I-J) (n=9).

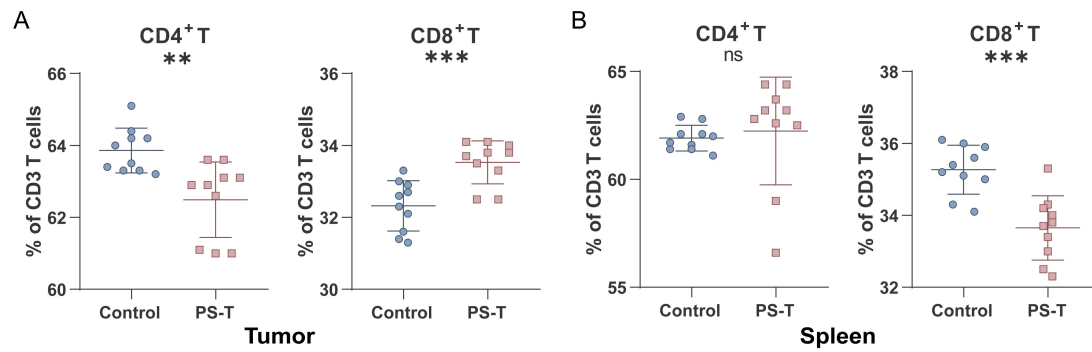

**Fig. S14. Percentage of CD4<sup>+</sup> T and CD8<sup>+</sup> T cells in T lymphocytes**

**(A-B)** The percentage of CD4<sup>+</sup> T (*left*) and CD8<sup>+</sup> T cells (*right*) in tumor (A) and splenic (B) infiltrating T lymphocytes (n=10). The data were combined based on two independent experiments. (mean  $\pm$  standard deviation; ns, not significant; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ).

## Supplementary Tables

**Table. S1. Clinicopathological characteristics of TNBC patients**

**Table. S2. The TPM of CD274 mRNA levels in the tumor infiltrating immune cells**

|         | Control | PS-T | P value |
|---------|---------|------|---------|
| Myeloid | 0.24    | 0.64 | 0.08    |
| MDSC    | 0.11    | 0.23 | 0.41    |
| DC      | 0.30    | 0.60 | 0.15    |

How the deposited data were processed for this re-analysis (not part of the article)

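RNA sequencing of MDA-MB-231, HCC1806 and HCC1937 cells, treated with or without PS-T, was re-analysed from the deposited tables of 18 libraries. Each cell line has 3 control libraries (a, b and c) and 3 PS-T libraries (d, e and f), and the labels tie no control library to a PS-T library. The sample labels give the treatment as Huaier, and the name PS-T, the dose of 50 µg/mL and the time of 24 h come from the paper's methods. The submitters' processing notes name fastp, HISAT2, StringTie, RSEM, DESeq2 and GRCh38.p13. Their versions, settings and order, the annotation release and the strand setting are not given in the sources used here. The authors deposited expected counts per gene and per transcript, without normalization. The TPM values per gene and per transcript were also made by the authors, and a deposited gene value is the sum over its transcripts. The authors' deposited DESeq2 comparisons give log2 fold changes of PS-T over control within each cell line. The p-values and adjusted p-values in those comparisons are the authors' own, and they were used here only beside the values computed from the counts.

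The gene table holds 62032 entries. Of these, 491 assembled loci without a gene identifier were left out, and they held 0.0953% to 0.251% of the counts of a library. The other 61541 were Ensembl genes, of which 58366 were found in the GENCODE annotation used here for position and overlap. Of the gene counts, 42.6% were not whole, and all were rounded to integers. Genes were kept with edgeR's filterByExpr by group, with a minimum count of 10, a minimum total count of 15 and a minimum proportion of 0.7. This left 15428 genes in MDA-MB-231, 16407 in HCC1806 and 17004 in HCC1937. Counts were scaled with TMM factors, and PS-T was compared with control by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Benjamini-Hochberg adjustment was applied over all tested genes, with a threshold of 0.05. Total counts per library ran from 20427701 to 29997716. The biological coefficient of variation between replicate libraries was 2.99% in MDA-MB-231, 4.78% in HCC1806 and 5.39% in HCC1937. PS-T and control libraries did not overlap in 57.2%, 45.1% and 32.3% of the tested genes, against 10% by chance. An average effect over the cell lines was fitted with cell line and treatment as terms, and differences between cell lines were tested with the interaction terms of a fit with 6 groups. Gene lists were tested with camera and fry of limma 3.58.1, with a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the lists within a cell line. The second setting raised the p also where the estimated correlation lay below the preset, so a call lost with it need not mean correlated genes. A list needed at least 5 tested members. TPM values and transcripts were compared with exact two-sided permutation tests, for which 3 libraries against 3 allow no p below 0.1. The tests were run on simulated counts with 200 changed genes, and the bounds for passing were reset after the first such runs.

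The gene lists, the comparisons, the rule for naming genes and the alternatives were fixed before the data were examined, apart from those said to be chosen later. The rule names the genes that the paper names for its cancer cells. It adds the 10 largest rises and the 10 largest falls in each comparison, among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2 and libraries that do not overlap. The rule limits these to protein-coding genes where the files give a gene type, which the deposited tables do not, so that some non-coding genes and pseudogenes were taken. It also takes up to 4 members of each list with the smallest adjusted p, up to 20 genes with an adjusted p under 0.05 and one direction in all 3 cell lines, and the 5 genes with the smallest interaction p. Of the genes under this rule, 96 were chosen after their values were seen to be followed through the alternatives, and 88 of them differed in their response between the cell lines at an adjusted p under 0.05. Of all 19107 genes tested, 6928 (36.3%) did. The rule takes large changes within a cell line and small interaction p-values, so a higher share among the 96 was to be foreseen. The alternatives were DESeq2 1.42.0 with its size factors, edgeR with relative log expression, upper-quartile or total-count scaling, and no filter or at least 10 counts in every library. They also included a fit of all 18 libraries together, limma on log2 TPM with a pseudocount of 1 or 0.1 over genes with a mean TPM of at least 1, and leaving out each library in turn. Tables that repeat the TPM values without gene names were not used. Positions and overlaps were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.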

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

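Of the tests in this part, all but the fits planned beforehand and the matched random lists for GC content and gene length were chosen after the results were seen. The paper reports on CD274 alone from this sequencing. Of the genes tested, edgeR called 7868 of 15428 changed in MDA-MB-231, 5480 of 16407 in HCC1806, 1698 of 17004 in HCC1937 and 5090 across the 3 cell lines, and CD274 was not among those called within a cell line. For HCC1937, the count without 1 library was 751, 723 and 693 without PS-T d, e and f, 1100 without control b and 2688 without control c (genes changed in HCC1937). The response differed between the cell lines in 6928 of 19107 genes (36.3%) by the interaction test. The smallest adjusted p-values of that edgeR test were 7.24e-16 for ANKRD1 and for IL1A, 1.18e-15 for CPA4, 6.57e-15 for DKK1 and 7.29e-15 for CXCL1. The sizes behind them, as log2 fold changes in MDA-MB-231, HCC1806 and HCC1937, were -0.13, -4.08 and -2.27 for ANKRD1 and 2.57, 0.39 and 0.78 for IL1A. In HCC1937, ANKRD1 could be tested in only 11 alternatives, against 14 in HCC1806.

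Within a cell line, 3 libraries against 3 give 10 splits, which are too few for a share under 0.05. The real split called 7868 genes in MDA-MB-231 and the highest other split 0 (185 at an unadjusted p under 0.05 from edgeR). In HCC1806 the real split called 5480 and the highest other 0 (487 at an unadjusted p under 0.05 from edgeR), and in HCC1937 1698 and 1. DESeq2 was not run on the splits. For the gene lists, where the splits are again too few, camera called 14 in MDA-MB-231, 14 in HCC1806 and 9 in HCC1937, and the highest other splits called 11, 10 and 7. Across the 3 cell lines, 1 of 40 splits, the real one, reached 5090 genes, and the highest other called 91. No random assignment of labels drawn here thus called as many. A shuffled split mixes PS-T and control libraries, which widens the spread within its groups. The splits do not exclude chance differences between cultures, because the labels do not say whether replicate libraries came from separate cultures. For the interaction, 1 of 40 splits reached 6928 and the highest other called 3422. Shuffled treatment labels also remove the effect that the cell lines share, so these splits do not test for a difference between the cell lines.

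NRF2 targets were higher with PS-T in all 3 cell lines. Reads shared between near-identical copies are argued against, because members outside the AKR1 and ferritin families had a median log2 fold change of at least 0.23. Its spread was 0.07 (SD) when the 19 member genes were resampled as if independent, which does not measure the spread between libraries. Of these 19, 16, 19 and 15 were higher at an adjusted p under 0.05 from edgeR in MDA-MB-231, HCC1806 and HCC1937. A bias from GC content or gene length is argued against as well, because at most a share of 0.0001 of 10000 lists matched on GC content, length and expression had a median as large, the smallest share they can give. With an estimated correlation, the camera call held in MDA-MB-231 (adjusted p = 0.0376 with an estimated correlation) and was lost in HCC1806 (0.196) and HCC1937 (0.187). A response of these cells to the treatment stays open as a hypothesis, and no test here bears on how it would arise.

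Inflammatory genes were higher with PS-T in MDA-MB-231. RNA from immune cells is argued against, because apart from CD68 only 2 of 20 immune marker genes reached 1 CPM in PS-T libraries, namely CD8A with 1.93 CPM and CSF1R with 1.37 CPM. PTPRC stood at 0.0431 CPM and LYZ at 0.120 CPM. CD68 was set apart in a rule written after the result was seen, and it goes the other way. It had 125 CPM in control MDA-MB-231 and 171 CPM with PS-T, with log2 fold changes of 0.42 to 0.52 over the alternatives. Under each of the 4 scalings of the libraries, 26 of the 35 genes were higher and 2 lower. A response of the cells to the treatment stays open here as well, untested.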

How the results depend on the processing

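Leaving out HCC1937 control c for the gene lists, and the list counts by scaling, were alternatives chosen after seeing the data, and the others were planned. CD274 is left out of the next numbers and given below. Over the others of the 96 single genes followed, 1685 values under other settings kept their direction and their side of the threshold. A further 13 no longer passed, 4 newly passed and 11 changed sign. With 1 library left out, the numbers were 1245, 15, 4 and 8. These genes were chosen after their values were seen, mostly for large changes or small p-values, so this stability was largely set by the choice. Of all genes called with edgeR, limma on log2 TPM also called 4185 of 7868 in MDA-MB-231, 2869 of 5480 in HCC1806 and 341 of 1698 in HCC1937. Without PS-T f, 679 of the 1698 in HCC1937 were called again. Limma on log2 TPM called 4469 genes changed in MDA-MB-231, 3103 genes changed in HCC1806 and 373 genes changed in HCC1937. With an absolute log2 fold change of at least 1, 601, 542 and 94 passed. Leaving out 1 library gave 693 (PS-T f) to 2688 (control c) in HCC1937, with 1100, 751 and 723 without control b, PS-T d and PS-T e. Camera called 4 lists in MDA-MB-231, 0 in HCC1806 and 0 in HCC1937 with an estimated correlation (10, 6 and 5 at an unadjusted p under 0.05), and fry called 26 in MDA-MB-231, 20 in HCC1806 and 14 in HCC1937. In MDA-MB-231, cholesterol synthesis and lysosomal genes lost their camera call although their estimated correlations, -0.028 and -0.0097, lay below the preset one. CD274 in MDA-MB-231 had a log2 fold change of 0.14 with total counts, where it newly passed (adjusted p = 0.0223 from edgeR). It had -0.12 with limma and a pseudocount of 1, and -0.13 with 0.1. Leaving out 1 library, it ran from -0.26 to 0.14 in HCC1806, with the sign turned without control b and PS-T f, and from -0.0017 to 0.18 in HCC1937, with the sign turned without control a. Across the cell lines, the exact stratified permutation of log2 TPM gave CD274 -0.14 and -0.19 with pseudocounts of 1 and 0.1. MAP1LC3B in MDA-MB-231 turned to 0.014 with upper-quartile scaling, 0.038 with total counts and 0.017 with limma, and ran from -0.046 to 0.018 with 1 library left out (turned without PS-T f). BECN1 in MDA-MB-231 turned to 0.0052 with total counts and 0.040 with limma, and in HCC1937 to -0.0036 with upper-quartile scaling. With 1 library left out, BECN1 in HCC1937 ran from -0.0035 to 0.025 (turned without PS-T d), MAP1LC3B in HCC1937 from -0.11 to 0.0092 (turned without control c), ATG5 in HCC1806 from -0.0085 to 0.075 (turned without control b and c) and ATG5 in HCC1937 from -0.025 to 0.14 (turned without control a). IRF9 in HCC1806 turned to -0.0052 with DESeq2, -0.0024 with relative log expression, -0.0030 with upper-quartile scaling and -0.0073 with total counts, and ran from -0.18 to 0.094 with 1 library left out (turned without control a and PS-T d). CFB in HCC1806 turned to -0.10 with limma. None of these sign changes passed the test, and their cause was not tested. Among changed genes, the share higher in MDA-MB-231 was 49.7% with TMM and 62.5% with total counts. In HCC1806 it was 51.9% with TMM and 41.3% with limma on log2 TPM, and in HCC1937 48.2% with TMM, 41.0% with upper-quartile scaling and 54.2% with limma. Limma on log2 TPM with a pseudocount of 1 gave AKR1C1 in MDA-MB-231 2.05 and ANKRD1 in HCC1806 -3.11, and the range over the alternatives was 2.05 to 3.04 and -4.22 to -3.11. At the depth and spread of these libraries, simulated log2 fold changes of 0.25, 0.5 and 1 in HCC1806 alone were recovered by the interaction test for 0, 17 and 34 of 50 genes with edgeR, and for 3, 20 and 36 with DESeq2. In that simulation, unchanged genes made up 6% of the calls with edgeR and 15.6% with DESeq2. No paired analysis was possible because the labels share no replicate number between control and PS-T.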

Other observations

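The tests on CD274 transcripts in this part were chosen after the TPM values were seen, and the gene lists were fixed beforehand. Of 46 ribosomal protein genes, 43 were lower with PS-T in MDA-MB-231 (44 adjusted over the list alone, camera adjusted p = 4.71e-08, adjusted p = 0.260 with an estimated correlation), and 29 to 43 over the scalings. In HCC1937, 15 were lower (32 adjusted over the list alone, camera adjusted p = 6.28e-09, adjusted p = 0.581 with an estimated correlation, 25 without control c). In HCC1806 they were 2 higher and 2 lower, with camera adjusted p = 0.997 and a median whose sign turned with the scaling. Genes of the heat shock response, which encode protein chaperones, were 2 higher and 16 lower of 20 in MDA-MB-231 (likewise adjusted over the list alone, camera adjusted p = 7.43e-06, adjusted p = 0.232 with an estimated correlation), 3 higher and 6 lower of 21 in HCC1806 (3 and 8 adjusted over the list alone, camera adjusted p = 0.569) and 2 higher and 3 lower of 21 in HCC1937 (3 and 3 adjusted over the list alone, camera adjusted p = 0.839). HSPA8, a chaperone gene, had log2 fold changes of -0.82 in MDA-MB-231, -0.25 in HCC1806 and -0.16 in HCC1937. Its call in HCC1937 was lost without control b and without PS-T d, e or f (adjusted p = 0.0644, 0.115, 0.132 and 0.0891 from edgeR, 9.00e-04 to 0.132 over the alternatives). Genes of the unfolded protein response were 15 higher and 4 lower of 26 in MDA-MB-231 (16 and 4 adjusted over the list alone, 1 to 4 lower over the scalings, camera adjusted p = 0.0101, adjusted p = 0.110 with an estimated correlation), 1 higher and 6 lower of 25 in HCC1806 (likewise adjusted over the list alone, camera adjusted p = 0.0672) and 3 higher of 25 in HCC1937 (3 adjusted over the list alone, camera adjusted p = 0.151). Of the metallothionein genes, which encode metal-binding proteins, 5 of 6 were higher in MDA-MB-231 (6 adjusted over the list alone, camera adjusted p = 0.00340, adjusted p = 0.134 with an estimated correlation) and 3 of 5 lower in HCC1806 (3 adjusted over the list alone, camera adjusted p = 0.00273, adjusted p = 0.196 with an estimated correlation). In HCC1937, 2 of 5 were lower (2 adjusted over the list alone, camera adjusted p = 0.151). MT2A had 0.36 in MDA-MB-231, -0.77 in HCC1806 and -0.67 in HCC1937 (interaction adjusted p = 6.97e-11 from edgeR).

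Mesenchymal genes were 1 higher and 14 lower of 31 in HCC1937 (1 and 16 adjusted over the list alone, camera adjusted p = 1.16e-05, adjusted p = 0.238 with an estimated correlation), 8 higher and 19 lower of 32 in HCC1806 (8 and 20 adjusted over the list alone, camera adjusted p = 0.00270, adjusted p = 0.155 with an estimated correlation) and 15 higher and 8 lower of 30 in MDA-MB-231 (likewise adjusted over the list alone, camera adjusted p = 0.228). VIM, which encodes vimentin and overlaps an antisense gene, had -0.70 in MDA-MB-231 and -1.30 in HCC1937, and -0.45 in HCC1806 (adjusted p = 0.263) from edgeR (interaction adjusted p = 7.34e-04). In HCC1806, VIM had -0.86 without PS-T e (adjusted p = 0.0329, 0.0329 to 0.598 over the alternatives). Basal epithelial genes were 19 higher and 7 lower of 39 in HCC1806 (20 and 7 adjusted over the list alone, camera adjusted p = 3.61e-04, adjusted p = 0.215 with an estimated correlation), 16 higher and 6 lower of 26 in MDA-MB-231 (17 and 6 adjusted over the list alone, camera adjusted p = 0.0141, adjusted p = 0.232 with an estimated correlation) and 8 higher and 6 lower of 39 in HCC1937 (14 and 7 adjusted over the list alone, camera adjusted p = 0.113). Without HCC1937 control c, they were 15 higher and 8 lower in HCC1937. KRT17, a basal keratin gene, had 1.43 in MDA-MB-231, 1.39 in HCC1806 and 0.43 in HCC1937 (adjusted p at most 0.00389 from edgeR). In MDA-MB-231, KRT17 could be tested in only 12 alternatives, against 14 in HCC1806, and ran from 1.10 to 1.77 (adjusted p 5.46e-04 to 0.0257 over these alternatives). Type I interferon response genes were 1 higher and 13 lower of 39 in HCC1937 (2 and 14 adjusted over the list alone, camera adjusted p = 6.26e-04, adjusted p = 0.352 with an estimated correlation), 16 higher and 3 lower of 38 in MDA-MB-231 (likewise adjusted over the list alone, camera adjusted p = 0.0876) and 13 higher and 10 lower of 39 in HCC1806 (14 and 10 adjusted over the list alone, camera adjusted p = 0.750). IRF9 and IFI6, both interferon-induced, had -0.73 and -0.55 in HCC1937, whereas IFI6 had 0.61 in MDA-MB-231 and 0.35 in HCC1806 (adjusted p = 0.0172 and 0.0260 from edgeR). IRF9 had 0.19 in MDA-MB-231 (adjusted p = 0.113) and 0.00 in HCC1806 (adjusted p = 0.993) from edgeR (interaction adjusted p = 2.36e-06 for IFI6 and 3.08e-05 for IRF9). The calls of IFI6 were lost in MDA-MB-231 without control c and without PS-T e (adjusted p = 0.0691 and 0.0864, 0.00170 to 0.0864 over the alternatives), and in HCC1806 with DESeq2 and without control b, control c, PS-T d or PS-T f (adjusted p = 0.135, 0.0915, 0.0750, 0.0763 and 0.0578, 0.0107 to 0.135 over the alternatives). IRF9 in MDA-MB-231 passed with total counts and without PS-T e (adjusted p = 0.0401 and 0.00695, 0.00695 to 0.542 over the alternatives), and the sign of IRF9 in HCC1806 turned with DESeq2, with every other scaling, and without control a or PS-T d. EREG, which encodes the EGF receptor ligand epiregulin, had 1.45 in MDA-MB-231, 1.96 in HCC1806 and 0.61 in HCC1937, and KYNU, an enzyme gene of tryptophan breakdown, had 0.92 in MDA-MB-231, 1.29 in HCC1806 and 0.77 in HCC1937 (adjusted p at most 6.42e-06 from edgeR).

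The paper reports lower p62 protein with PS-T in MDA-MB-231 at another dose (Fig. 5A). SQSTM1, which encodes p62 and overlaps genes on the opposite strand, had log2 fold changes of 0.85 in MDA-MB-231, 0.95 in HCC1806 and 0.56 in HCC1937 in mRNA (standard errors 0.02, 0.04 and 0.04, adjusted p at most 3.85e-06 from edgeR). BECN1, which encodes Beclin-1, had -0.05, 0.09 and 0.01 in MDA-MB-231, HCC1806 and HCC1937, none of which passed the test (adjusted p = 0.225, 0.247 and 0.891 from edgeR). RPE65, a gene of retinal pigment epithelium, had 166 ± 12.6 CPM in control HCC1806 and 343 ± 5.82 with PS-T (log2 fold change 1.05), and 0.70 in HCC1937. The extraction protocol in the sample labels speaks of retinas, whereas the titles and the paper give the TNBC cell lines. Over 16 retina marker genes, the median in control libraries was 0.0393 CPM in MDA-MB-231, 0.0625 CPM in HCC1806 and 0.0645 CPM in HCC1937, and 1, 4 and 4 of them, RPE65 included, reached 1 CPM.

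The mean TPM of CD274 was lower with PS-T in MDA-MB-231 and HCC1806, although neither difference passed its test. A candidate explanation is that a few reads were assigned to the short transcript CD274-203. Without it, the log2 ratio of mean TPM moved from -0.12 to 0.084 (SE 0.06) in MDA-MB-231 and from -0.61 to -0.053 (SE 0.25) in HCC1806. The transcript was picked after its fall was seen, and the gene's TPM is the sum over its transcripts, so its removal had to raise the ratio. These values show where the lower TPM lies and do not test the explanation. Counts scaled by totals alone gave log2 fold changes of 0.14 (SE 0.05) in MDA-MB-231 and -0.085 (SE 0.21) in HCC1806. The spread of the TPM ratio itself was not counted beside them, so they do not decide whether scaling by library totals plays a part. Other CD274 transcripts differed in their means as well in MDA-MB-231. CD274-205, a processed transcript of 704 nucleotides, was 0.863 ± 0.318 TPM in control cells and 0.127 ± 0.110 with PS-T (exact permutation test, p = 0.1), from mean expected counts of 6.52 and 0.937. CD274-202 had mean expected counts of 1059 in control and 1191 with PS-T (exact permutation test, p = 0.1). In both transcripts the PS-T libraries did not overlap the controls in these counts, which were not scaled for library depth. In TPM, CD274-202 did overlap, with 19.2 in control c and 19.1 in PS-T f (exact permutation test, p = 0.2). A change in transcript use with PS-T stays open and was not tested apart from these values.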
